# Dynamic immune response characteristics of piglets infected with *Actinobacillus pleuropneumoniae* through omic

**DOI:** 10.1186/s13568-021-01336-z

**Published:** 2021-12-24

**Authors:** Rining Zhu, Hexiang Jiang, Jun Wang, Chuntong Bao, Haiyao Liu, Fengyang Li, Liancheng Lei

**Keywords:** *Actinobacillus pleuropneumoniae*, Porcine pleuropneumonia, Omics, Immune response

## Abstract

Porcine infectious pleuropneumonia is characterized by a high-rate of carriage and mixed infection with other pathogens. The host immune response induced by *Actinobacillus pleuropneumoniae* (APP) is the basis for elucidating pathogenesis and controlling disease. However, there is currently no comprehensive and dynamic data characterising the host immune response. In this study, piglets were infected with APP and differentially expressed proteins of bronchoalveolar lavage fluid (BALF) and peripheral serum were identified by iTRAQ-LC-MS/MS, and differentially expressed genes of peripheral blood mononuclear cells (PBMC) by RNA-seq. The results of the integrated analysis of serum, BALF and PBMC showed significant metabolism and local immune responses in BALF, the general immune response in PBMC mainly involves cytokines, while that in serum mainly involves biosynthesis, phagosome, and complement and coagulation cascades. Furthermore, immune responses in PBMCs and serum were rapid and maintained compared to the lung where metabolism and cell adhesion activities were enriched. Some innate immunity pathways of the cellular response to ROS, neutrophil mediated immunity, granulocyte activation and leukocyte cell-cell adhesion were identified as central points, connecting multiple signaling pathways to form an integrated large network. At 24 h post-infection, 14 molecules were up regulated in BALF, 10 of which were shared with PBMC, but at 120 h, 20 down-regulated molecules were identified in BALF, 11 of them still up- regulated in PBMC. We conclude that, the immune response in the lung is different from that in blood, but there is a similarity in response in PBMC and serum.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13568-021-01336-z.

## Introduction

*Actinobacillus pleuropneumoniae* (APP) is the causative agent of contact-contagious porcine pleural pneumonia, which is a highly infectious respiratory disease that causes huge economic losses to the pig industry worldwide (Gómez-Laguna et al. 2014; Sassu et al. 2017). APP has high morbidity and mortality rates and a reason for the high mortality rate is an excessive cytokine-mediated inflammatory response (Auger et al. 2009; Skovgaard et al. 2009; Tisoncik et al. 2012; Reed et al. 2015). Therefore, investigation of the mechanisms of interaction between the host and the bacterium, and pathogenesis of APP contributes to preventing and controlling APP-associated diseases and the development of new vaccines and diagnostic reagents.

The host bronchoalveolar lavage fluid (BALF) is the primary response site upon APP infection, and the peripheral blood contains a large number of immune cells, which are known to be important for the clearance of pathogens (Mohammadi et al. 2014). For example, peripheral blood mononuclear cells (PBMCs) can produce a variety of cytokines including TNF-α, IL-8, IFN-γ which promotes the clearance of pathogens (Klitgaard et al. 2012; Yu et al. 2013). However, APP can induce excessive production of these inflammatory cytokines, which leads to host organ dysfunction and tissue damage (Auger et al. 2009; Skovgaard et al. 2009; Tisoncik et al. 2012; Hsu et al. 2016). At the same time, these cytokines are released into the BALF along with other inflammatory immune effector proteins, which makes BALF a good site to analyze the differential expression patterns of proteins and understand the local immunopathological process of lung tissue during APP infection (Damiele et al. 1985; Padrid 1991).

In previous studies, we investigated the transcriptome of porcine PBMCs and the proteomics of porcine serum after infection with APP (Jiang et al. 2018; Zhu et al. 2020). In order to further assess host response to APP and identify novel important target molecules, we have determined the transcriptome of PBMCs at different stages of APP infection in combination with proteomics of serum and BALF. Our approach allows identification of novel markers and provides new therapeutic targets for the prevention and treatment of APP infection.

## Materials and methods

### Bacterial strains and porcine pleural pneumonia model construction

APP serotype 5 (L20) (ATCC33377; GenBank Accession No. CP000569) was purchased from the China Institute of Veterinary Drug Control (Beijing, China) and grown in brain heart infusion broth (BHI broth) (Becton, Dickinson and Company, USA) supplemented with 15 µg/mL NAD at 37 °C for porcine challenge. Specific-pathogen-free (SPF) 35-day-old Landrace (approximately 10 kg) were infected with 3.1 × 10^9^ CFU APP by nasal dropping, and the clinical symptoms after APP infection were confirmed as reported previously (Jiang et al. 2018). The control group was challenged with PBS, after testing for the absence of APP antibodies by ELISA using APP bacterial lysates as coated antigen (Halli et al. 2014). Antibiotic-free pelleted food and water were provided ad libitum during the whole experiment. All animal experimental procedures were performed according to the Regulations for the Administration of Affairs Concerning Experimental Animals approved by the State Council of People’s Republic of China (1988.11.1).

### Sample preparation and sequencing

Samples of peripheral blood (collected from the anterior vena cava), PBMCs, BALF, and serum used in this study were collected from the APP-infected piglets as described previously (Jiang et al. 2018; Zhu et al. 2020; Baltes et al. 2001). Total RNA from PBMCs at each time point of APP infection (0 h/24 h/120 h) was harvested for RNA sequencing using the Illumina HiSeq^TM^ 4000 platform (QL Bio., Beijing, China). Samples of serum and BALF were analyzed using iTRAQ and LC-MS/MS analysis (QL Bio., Beijing, China).

### qPCR analysis

The SYBR Green method was used for qPCR detection. Primer design and synthesis were carried out by Sangon Biotech (Shanghai, China), and the primer sequence information is shown in Additional file 1: Table S1. qPCR conditions were 95 °C for 10 min, followed by 40 cycles of 95 °C for 15 s and 60 °C for another 30 s. β-actin was used as an endogenous control and the relative expression level of each gene was calculated using the 2^−∆∆Ct^ method.

### ELISA analysis

ELISA kits were purchased from Jinma Biotechnology Co., Ltd. (Shanghai, China) and the manufacturer’s instructions were followed. Each sample was tested in triplicates once on each occasion.

### Statistical analysis

Enrichment for gene ontology (GO) terms for individual comparisons was performed by the FunRich software (Benitomartin et al. 2015; Pathan et al. 2015) and Metascape analysis (Zhou et al. 2019); enrichment for KEGG terms for individual comparisons was performed by the Benjamin method using DAVID Bioinformatics Resources 6.8 (https://david.ncifcrf.gov/) (Huang et al. 2008, 2009).

## Results

### Gene ontology (GO) enrichment analysis of differentially expressed molecules (DEMs)

The raw transcriptome data of BALF (PXD026983) and serum (PXD017500) had been upload to PRIDE (https://www.ebi.ac.uk/pride/), and the raw transcriptome data of PMBCs had been upload to GEO (GSE179183). We first used UNIPORT (http://www.uniprot.org/uploadlists/) to convert the obtained protein identities from BALF and serum into their respective gene symbols. 

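PBMCs, the mononuclear fraction of blood that holds lymphocytes and monocytes, were sequenced at 0 h, 24 h and 120 h after APP infection. At each time point PBMC RNA of 3 piglets was pooled and sequenced as 1 library on an Illumina HiSeq, so there are 3 libraries, 1 per condition, and no replicates. No test between conditions was possible, and no p-value is given. The library labelled 0 h carries the treatment label infected, while its protocol names the control group for 0 h; each library is named here by its labelled time. The authors deposited the number of uniquely mapped reads counted on each of 17409 genes, the RPKM made from them (reads scaled by gene length and by the reads on genes) and the percent of the gene length covered by reads. The aligner, genome build and annotation are not given in the sources used here, so no gene positions are given. Reads on genes numbered 20.9 M at 0 h, 18.2 M at 24 h and 14.1 M at 120 h.

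Changes are log2 ratios of RPKM, with 0.1 RPKM added to each value, among genes at 1 RPKM or more in at least 1 of the 2 libraries compared. A gene is counted as changed at 2-fold or more, since the paper's text names no threshold for DEGs. The added 0.1 RPKM understates the changes of weakly expressed genes. For single genes, the range in brackets after a log2 change is its exact 95% counting interval, which covers counting error only and not the differences between piglets or library preparations. A library with 0 reads on a gene allows up to 3 counts. For lists of genes, the range is a 95% bootstrap interval from 2000 draws over the genes of the list.

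Over the 9996 genes at 1 RPKM or more in all 3 libraries, the median change was 0.26 from 0 to 24 h and -0.04 from 24 to 120 h. The changes below include this shift unless they are given relative to all genes, that is, with it subtracted. From 0 to 24 h the change also rose with gene length, with a Spearman's rho of 0.397 across these genes, which are not independent replicates. The median change was -0.36 in the shortest 10% of the genes and 0.83 in the longest 10%. The rho was 0.0328 from 24 to 120 h.

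**Figure D1:**
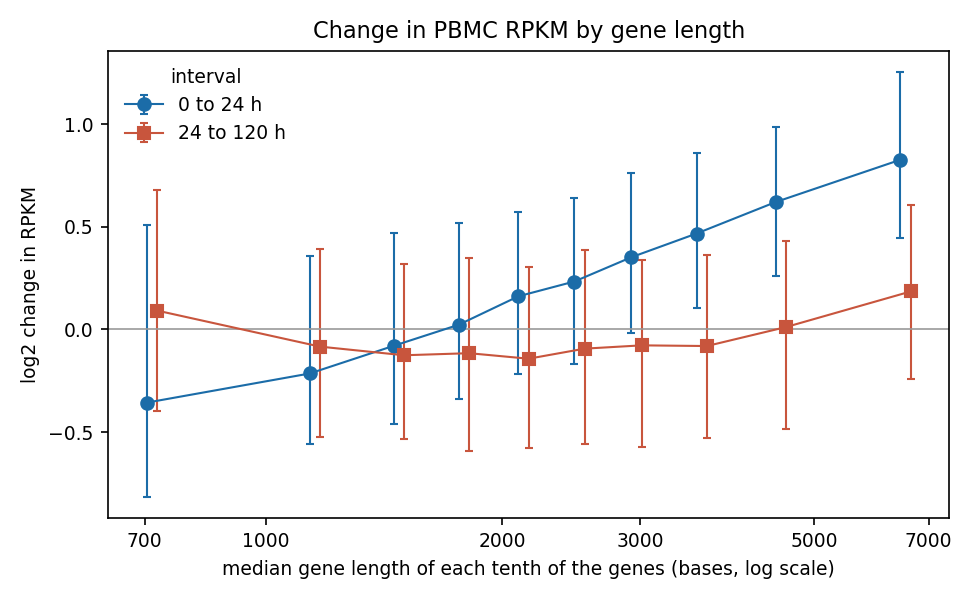
Log2 change in PBMC RPKM against gene length (bases, log scale) for the 9996 genes at 1 RPKM or more in all 3 libraries, split by length into 10 groups of equal size. Points are the median change of each group, bars run from the lower to the upper quartile, and the 2 intervals are drawn slightly apart; from 0 to 24 h the medians climb from -0.36 to 0.83.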

We defined differentially expressed genes (DEGs) and proteins (DEPs) as differentially expressed molecules (DEMs). FunRich software was used to assign the GO classification (Ashburner et al. 2000) and to analyze DEMs in PBMCs, serum, and BALF at the early infection stage (0–24 h). We found that cellular components including lysosomes, exosomes, and the cytoplasm are commonly expressed DEMs in all the three groups. Specifically, DEMs in BALF were significantly enriched in endosomes, endoplasmic reticulum and centrosomes; while in PBMC and BALF were plasma membrane and nucleus categories (Fig. 1A). 

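In PBMCs, 123 genes that the deposited GO annotation places in lysosomal components were tested from 0 to 24 h, and 28 of them changed at least 2-fold (22.8%, Wilson 95% interval 16.2 to 30.9%). Among all 6082 tested genes with a component term, 1554 (25.6%) changed. Of the 28 genes, 22 were higher and 6 lower at 24 h. The median over the lysosomal genes was 0.18 (0.05 to 0.34), or -0.08 relative to all genes. The share of changed lysosomal genes moved most with the fold required, to 42.3% at 1.5-fold. The deposited annotation is not that of FunRich, and the GO sets were drawn from its term names after the data were seen.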

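The PBMC genes annotated to the plasma membrane changed more often from 0 to 24 h than genes with any component term: 81 of 223 (36.3%, Wilson 95% interval 30.3 to 42.8%), of which 55 were higher and 26 lower. Genes annotated to the nucleus changed less often, 200 of 1039 (19.2%, 17.0 to 21.8%), with 163 higher and 37 lower. The median over these 1039 genes was 0.28 (0.22 to 0.33), or 0.02 relative to all genes. It stood at percentile 99.99 of random lists matched on expression.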

There was almost no consistent DEMs in molecular function aspect in PBMCs, serum and BALF. Moreover, DEMs in PBMCs were mainly annotated as being involved in transcription regulator activity, and DEMs in serum were mainly related to ubiquitin-specific protease activity. In contrast, DEMs in BALF were involved in molecular functions such as ligase, hydrolase, catalytic, and transporter activities. Additionally, DEMs in oxidoreductase activity and TGPase activity changed consistently in both serum and BALF (Fig. 1B). 

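Of the 401 PBMC genes tested from 0 to 24 h that carry a transcription regulator term, 106 changed at least 2-fold (26.4%, Wilson 95% interval 22.4 to 31.0%). The 26.6% among the 5773 tested genes with any function term lay within this interval. Of the 106 changed genes, 87 were higher at 24 h and 19 were lower. Over the 401 genes the median change was 0.37 (0.29 to 0.43), or 0.11 relative to all genes. It stood at percentile 99.95 of random lists matched on expression and 98.2 of lists matched also on gene length.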

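In PBMCs, 984 genes annotated to transcription or DNA metabolism were tested from 0 to 24 h, and 241 changed at least 2-fold (24.5%, Wilson 95% interval 21.9 to 27.3%). The share among the 5973 tested genes with any process term was 26.0%. Relative to all genes, the median of these 984 genes was 0.12, with 200 genes higher and 41 lower at 24 h. Their median lay above every random list matched on expression, and at percentile 99.96 of lists matched also on gene length.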

In biological processes, DEMs in PBMCs were involved in regulation of nucleobase, nucleoside, nucleotide and nucleic acid metabolism; DEMs in both serum and BALF had similar changes in the cell growth and/or maintenance, protein metabolism, energy pathway and metabolism categories (Fig. 1C).

**Fig. 1:**
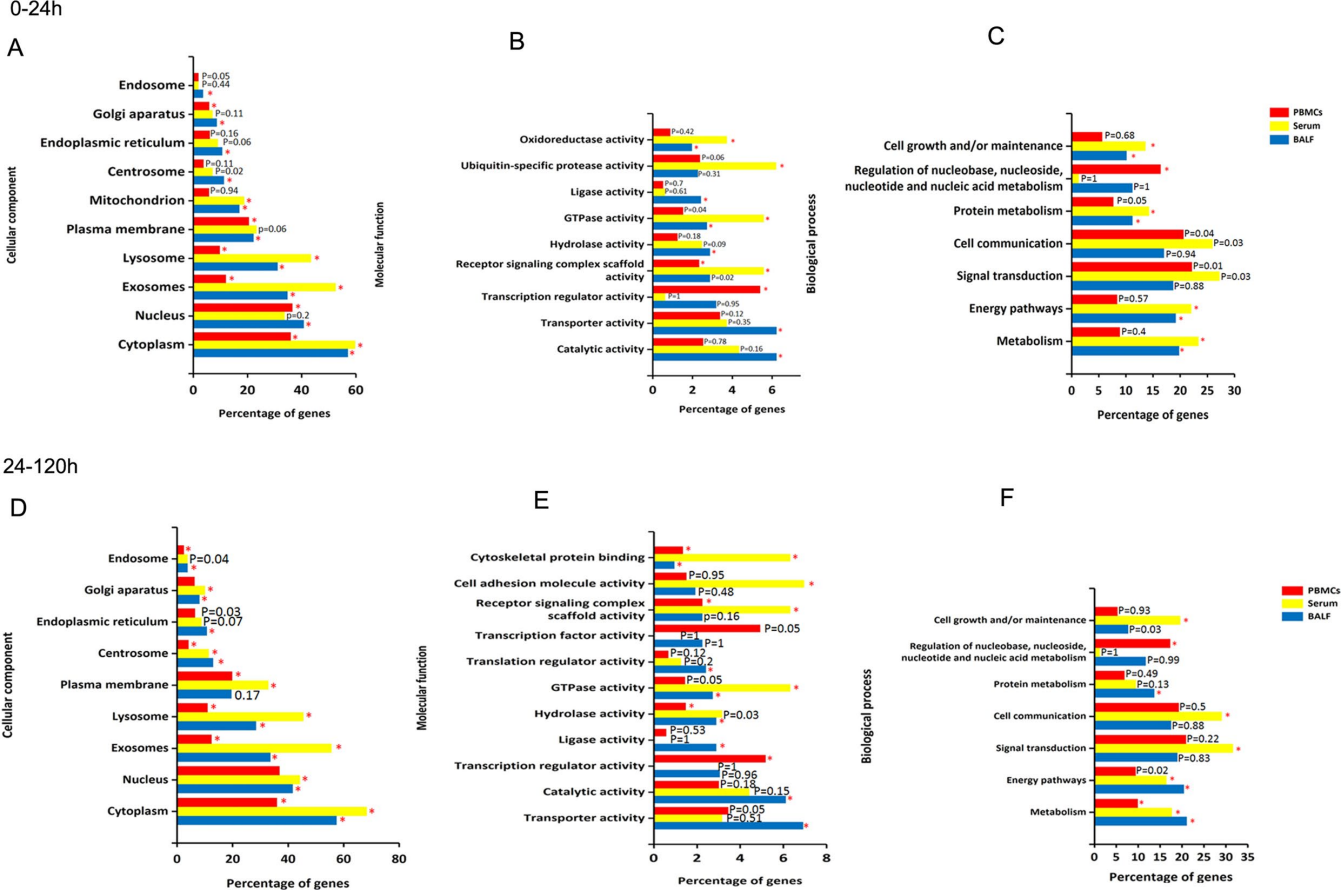
GO analysis of DEMs in PBMCs, serum, and BALF at early (0–24 h) and late (24–120 h) stage of APP infection. Comparative analysis of cell components (**A**), molecular functions (**B**), and BPs (**C**) at 0–24 h post infection; Comparative analysis of cell components (**D**), molecular functions (**E**), and BPs (**F**) at 24–120 h post infection. Red indicates PBMC; yellow indicates serum; blue indicates BALF; the X-axis indicates the percentage of DEMs enriched in this term to the total DEGs; the Y-axis indicates the GO term; significantly enriched (*P* < 0.01) GO term is denoted by *0.01 < *P*  <  0.05 or P ≥ 0.05 showed by P value

With the progression of infection (24–120 h), the significant cellular component DEMs included those in the cytoplasm, exosomes, lysosomes, Golgi and centrosomes. Specifically, DEMs in PBMCs were decreased in Golgi apparatus and nucleus, while DEMs in serum were increased in Golgi apparatus, centrosome, plasma membrane, but decreased in the mitochondrion. 

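From 24 to 120 h in PBMCs, 251 genes annotated to the Golgi were tested and 38 changed at least 2-fold (15.1%, Wilson 95% interval 11.2 to 20.1%), 18 higher and 20 lower at 120 h. Of 1057 nuclear genes, 140 changed (13.2%, 11.3 to 15.4%), 68 higher and 72 lower. Among all 6159 tested genes with a component term the share was 18.2%. The median change was -0.06 (-0.18 to 0.04) for the Golgi genes, and for the nuclear genes its bootstrap interval ran from -0.06 to 0.05.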

In BALF, there were no significant DEMs except the plasma membrane category (Fig. 1D). 

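In PBMCs, 179 genes with a hydrolase term were tested from 24 to 120 h, and 43 changed at least 2-fold (24.0%, Wilson 95% interval 18.4 to 30.8%), 20 higher and 23 lower at 120 h. Transcription regulator terms covered 407 tested genes in this interval, of which 64 changed (15.7%, 12.5 to 19.6%), 33 higher and 31 lower. The share was 19.4% among the 5862 tested genes with any function term. Receptor signaling complex scaffold activity is not analysed here.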

At 120 h post infection, the DEMs in PBMCs showed an increase in hydrolase activity, receptor signaling complex scaffold activity, and transcription regulator activity. DEMs in serum were enriched in cell adhesion molecule activity and, the changes were almost continuing from 24 to 120 h in BALF similarly. 

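For cytoskeletal protein binding in PBMCs, 25 of the 127 genes tested from 24 to 120 h changed at least 2-fold (19.7%, Wilson 95% interval 13.7 to 27.4%). At 120 h 12 of them were higher and 13 lower, and the median over the 127 genes was -0.01 (-0.17 to 0.13). A change of the list as a whole was not detectable.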

Only DEMs of cytoskeletal protein binding showed consistently up-regulation in PBMCs, serum and BALF, implying phagocytosis and cell migration for bacterial clearance is activated in both lung and periphery (Fig. 1E). Interestingly, biological process analysis showed that cell growth and maintenance, communication and signal transduction were highly active in serum, but not in PBMCs and BALF at 120 h; while material metabolism was consistently upregulated in PBMCs, serum and BALF, indicating material metabolism changes mainly during the late stage of APP infection. Moreover, regulation of nucleobase, nucleoside, nucleotide and nucleic acid metabolism was highest in PBMCs, while protein metabolism in BALF (Fig. 1F).

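Of 1009 PBMC genes annotated to transcription or DNA metabolism and tested from 24 to 120 h, 158 changed at least 2-fold (15.7%, Wilson 95% interval 13.5 to 18.0%), 79 in each direction. Among the 6063 tested genes with any process term, 1177 (19.4%) changed in this interval.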

### Biological processes (BPs) enrichment analysis of DEMs

Metascape analysis (Zhou et al. 2019) was used for BPs enrichment analysis of DEMs in PBMCs, serum, and BALF post infection. The results showed that the metabolism of amino acids and derivatives, and metabolism of RNA were enriched in BALF, and the lysosome is the main way for BALF to eliminate pathogens (Fig. 2A). Furthermore, we found that adaptive immunity was significantly down-regulated in the early stages of APP infection. According to our previous findings, PBMCs were one of the important sites for host immune responses, such as response to wounding, wound healing, regulation of cell adhesion, and positive regulation of organelle organization (Jiang et al. 2018). These results indicate that serum also plays an important role in the activation of immune responses (Fig. 2A). We could further see that biological pathways including metabolism, lymphocyte activation, and regulated exocytosis were present throughout the entire process of infection (0–120 h); while the immune response in serum mainly occurs in the early stage of infection (0–24 h), including activation of immune response, regulated exocytosis and adaptive immune system (Fig. 2A). 

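PBMC genes with a lymphocyte process term changed at least 2-fold in 20 of 65 cases from 0 to 24 h (30.8%, Wilson 95% interval 20.9 to 42.8%), 15 higher and 5 lower. In the later interval it was 16 of 64 (25%, 16.0 to 36.8%), 10 higher and 6 lower. The median of the lymphocyte genes from 0 to 24 h was 0.46 (0.27 to 0.65), at percentile 99.6 of random lists matched on expression. From 24 to 120 h it was 0.01, at percentile 67.1. For exocytosis terms, 15 of 63 genes changed in the earlier interval (23.8%, 15.0 to 35.6%) and 14 of 66 in the later one (21.2%, 13.1 to 32.5%). Metabolism as a whole is not analysed here.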

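In PBMCs, the 141 genes with a leukocyte process term that were tested from 0 to 24 h had a median change of 0.19 (-0.01 to 0.42), or -0.07 relative to all genes. In this interval 26 of them were at least 2-fold higher and 25 lower. The median over 143 genes from 24 to 120 h was 0.13 (-0.14 to 0.34), with 29 genes higher and 21 lower. Both intervals include 0. Among random lists matched on expression, the medians stood at percentiles 71.9 and 98.5.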

Leukocyte activation involved in immune response was significantly up-regulated in the early stage of infection (0–24 h), but was gradually down-regulated by 120 h in BALF, serum and PBMCs, indicating that this pathway plays an important role in the process of host resistance to APP. 

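In PBMCs from 0 to 24 h, 57 genes with an interleukin process term had a median change of -0.27 relative to all genes, with 6 at least 2-fold higher and 11 lower. Random lists matched on expression lay as low, with a median of 0.03 before the shift is subtracted and these genes at percentile 37.9. For 30 wounding genes the relative median was 0.09, with 5 higher and 3 lower. The 280 cell migration genes had a relative median of -0.16, with 57 higher and 55 lower, and 40.0% of them changed (Wilson 95% interval 34.4 to 45.8%). Among 134 cytoskeleton genes the relative median was 0.01, with 22 higher and 12 lower. Among 116 cell adhesion genes it was 0.09, with 27 higher and 12 lower.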

PBMCs showed the strongest activities of BPs in the early stage of infection (0–24 h), not only including up-regulated signaling pathways in interleukins, response to wounding and positive regulation of cell migration, but also down-regulated signaling pathways in negative regulation of cellular component organization, regulation of cytoskeleton organization, regulation of cell adhesion, cellular response to nitrogen compound, adaptive immune system, transcriptional regulation by TP53 and organelle localization. BALF had the more obvious up-regulated BPs in terms of protein localization to membrane, aromatic compound catabolic process, response to oxidative stress, transmembrane receptor protein tyrosine kinase signaling pathway, vesicle-mediated transport, leukocyte activation involved in immune response, and metabolism of RNA, while little BPs were shown in serum (Fig. 2B). During 24–120 h post infection, more BPs of BALF were down-regulated and few were up-regulated. In contrast to BALF, more BPs were up-regulated than down-regulated in PBMCs (Fig. 2C). Together, these data demonstrate that the innate immune responses in PBMCs and serum responded rapidly and were maintained compared to the lung where metabolism and cell adhesion activities were enriched upon APP infection.

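Among the 288 GO process terms with at least 20 genes tested in PBMCs from 24 to 120 h, 143 held more genes at least 2-fold higher than lower and 109 held more lower than higher. The terms share genes and are not independent. After rescaling each library by its trimmed mean of log2 ratios (TMM, 30% trimmed from each end) the counts were 177 and 70, and after rescaling to an unchanged median gene 183 and 65. From 0 to 24 h, 231 of 280 terms held more higher genes and 35 more lower genes. This split depended on the shift of all genes, since it became 125 to 124 of 278 terms after TMM rescaling and 116 to 131 after median rescaling.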

**Fig. 2:**
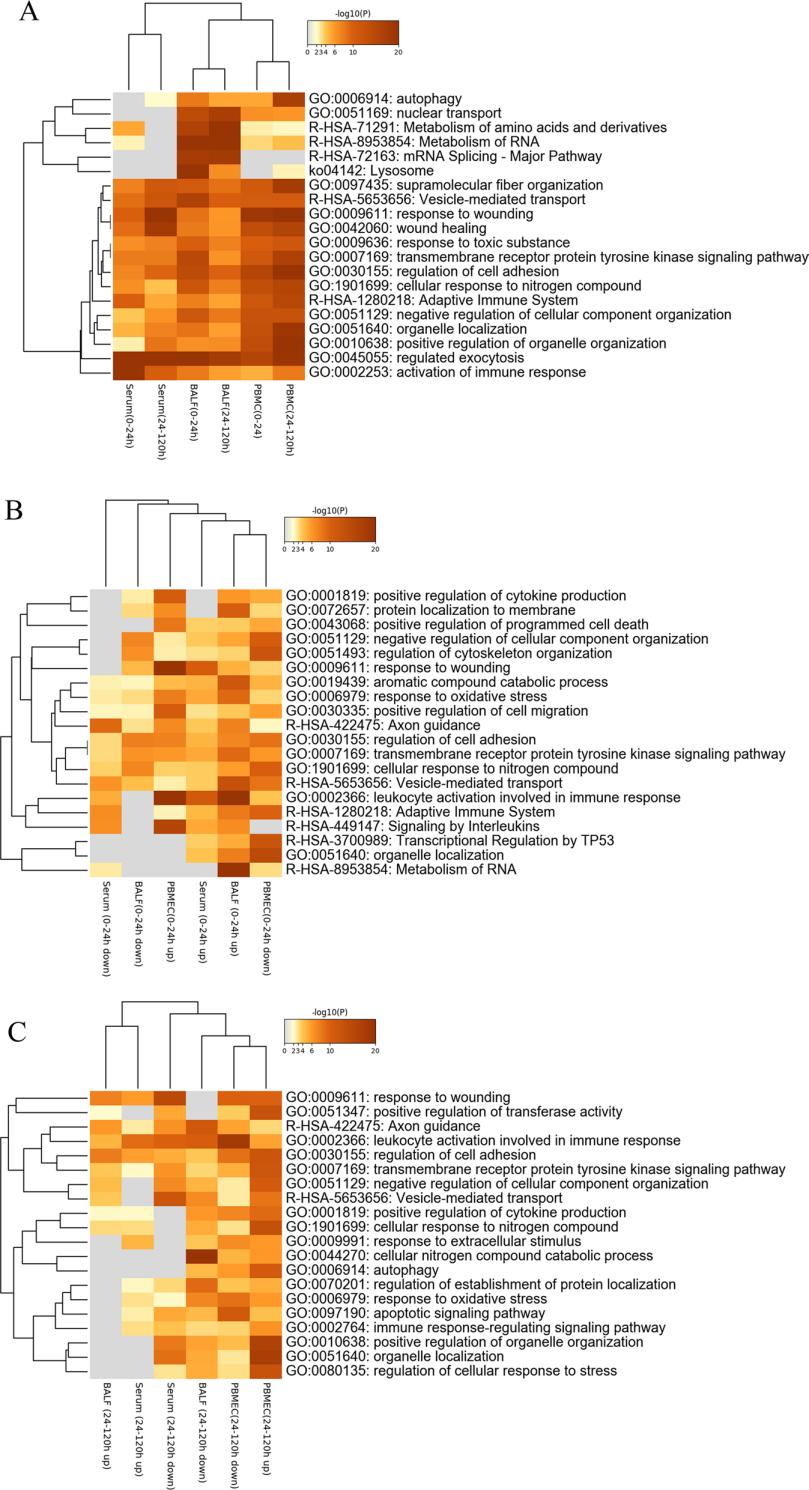
Visualizations of DEMs in PBMCs, serum, and BALF at different infection stages based on multiple gene lists. **A** Metascape visualization of DEMs during APP infection (0–24 h, 24–120 h).  Metascape visualization of up-/down-regulated DEMs at 0–24 h (**B**) and at 24–120 h (**C**). Heatmap shows the top enriched clusters, with one row per cluster, and a discrete color scale to represent statistical significance. Gray color indicates a lack of significance

### KEGG enrichment analysis of DEMs

KEGG enrichment analyses of the host immune response against APP infection were performed using Database of Annotation, Visualization, and Integrated Discovery (DAVID) Bioinformatics Resources 6.8 (https://david.ncifcrf.gov/) (Huang et al. 2008, 2009). The results from DAVID analysis are consistent with the GO enrichment analysis. During infection, BALF responds to APP mainly by induction of natural immune pathways such as phagosome, endocytosis, lysosomes and various metabolisms, including metabolic pathways, oxidative phosphorylation and TCA cycle (Fig. 3A). Moreover, these pathways were significantly up-regulated in the early infection stage (0–24 h) (Fig. 3B), while subsequently down-regulated in the late infection (24–120 h) along with metabolic pathways (Fig. 3C).

**Fig. 3:**
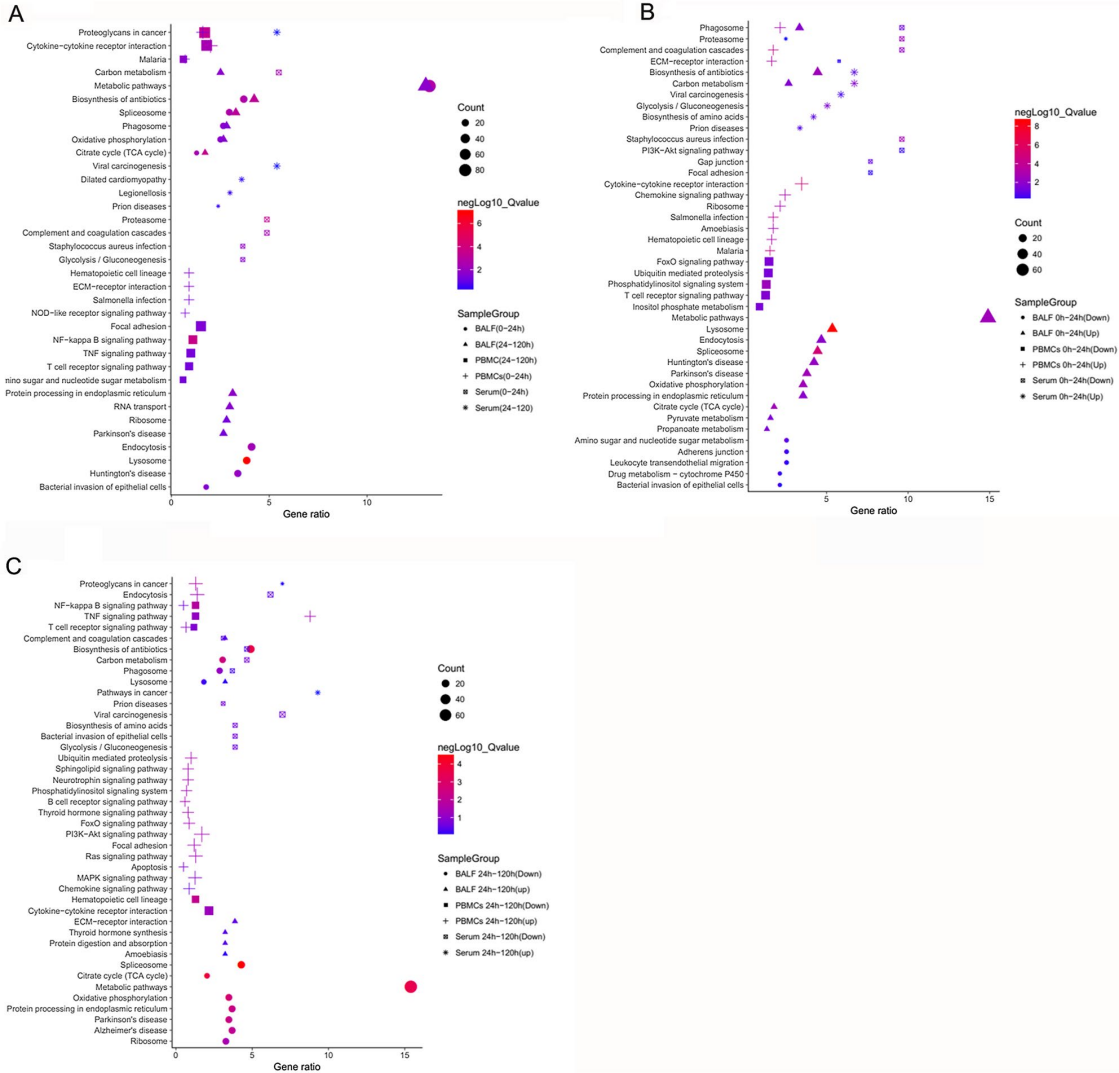
KEGG enrichment analysis of DEMs in PBMCs, serum and BALF. **A** KEGG enrichment analysis of DEMs at different infection stages (0–24 h, 24–120 h); Up-regulation and down-regulation of DEMs were analyzed by KEGG enrichment respectively at 0–24 h (**B**) and at 24–120 h (**C**). The X-axis indicates the ratio of the DEGs enriched in this pathway to the total DEGs; the Y-axis indicates the KEGG term; the counts and negLog10_qValue indicates the number and degree of enrichment of genes in a category, respectively. *negLog10_qValue > 1.3 were considered significantly enriched by the DEGs

Cytokine-cytokine receptor interaction, NOD-like receptor signaling pathway, and T cell receptor signaling pathway are the main signaling pathways in PBMCs upon APP infection (Fig. 3A, B), which were in consistent with previous results (Jiang et al. 2018). 

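Pathway membership was taken from the deposited KEGG annotation, and each median is placed among 10000 random lists of as many genes with matched mean expression. From 0 to 24 h, the 170 tested genes of cytokine-cytokine receptor interaction had a median change of -0.17 (-0.40 to 0.05), -0.43 relative to all genes, with 31 genes at least 2-fold higher and 45 lower. The median of the random lists was 0.32, and fewer than 1 in 10000 lay as low. The alternative that moved the pathway medians most was the median rescaling, under which this one was -0.54. In the same interval the 85 genes of the NOD-like receptor signaling pathway had a median of 0.21 (-0.06 to 0.43), at percentile 47.4 of the random lists, and -0.08 after median rescaling. Of these genes, 18 were higher and 16 lower.

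Later, from 24 to 120 h, the median was 0.35 (0.14 to 0.59) over 176 cytokine-cytokine receptor interaction genes, with 55 higher and 24 lower, and 0.48 (0.10 to 0.65) over 86 NOD-like receptor genes, with 20 higher and 5 lower. Both lay above every random list. The 153 genes of the T cell receptor signaling pathway had a median of -0.21 (-0.40 to 0.01) in this interval, at percentile 1.64, with 12 higher and 32 lower. Marker genes of monocytes had medians of -1.66 from 0 to 24 h and 1.80 from 24 to 120 h. For marker genes of T cells the medians were 0.35 and -1.22. Whether changed shares of these cells moved any of the pathway medians given here was not tested.

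Only members at 5 RPKM or more are ranked in this paragraph. In cytokine-cytokine receptor interaction the largest rises from 0 to 24 h were in IL6ST (2.24), TNFSF10 (2.22) and IL6R (2.12), and the largest falls in CXCL14 (-3.41), CCL14 (-3.35) and CCL8 (-3.28). In the later interval CXCL14 (4.15), LOC102157763 (3.93) and CCL14 (3.79) rose most, and CCR10 (-3.50), CSF1 (-2.95) and CD40LG (-2.05) fell most. In the NOD-like receptor pathway GVIN1 (3.11), LOC100621687 (1.86) and ERBB2IP (1.67) rose most from 0 to 24 h, while LOC102157763 (-2.72), CXCL2 (-2.44) and LOC100525396 (-2.28) fell most. Later CXCL2 (2.17) and LOC100620730 (1.82) rose next to LOC102157763, and MAPK3 (-1.32), TAB1 (-1.24) and LOC100624425 (-1.12) fell. Of the T cell receptor genes, IL10 (2.88), CBLB (1.37) and LOC100737775 (1.35) rose most from 24 to 120 h, and JUN (-2.32), LOC102158035 (-2.27) and CD40LG fell most.

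**Figure D2:**
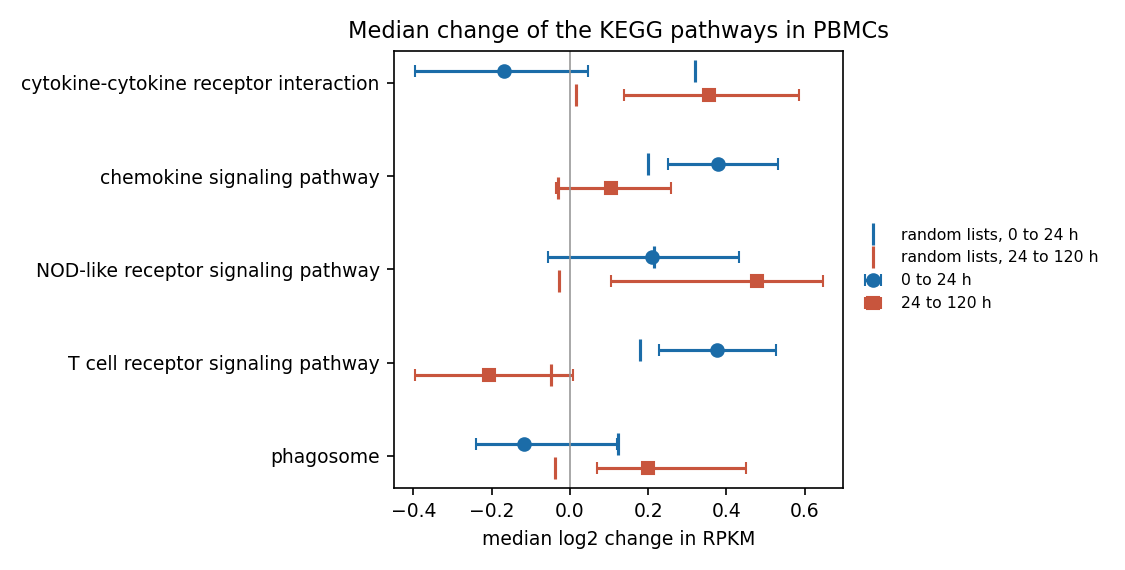
Median log2 change in RPKM of the tested genes of 5 KEGG pathways in PBMCs (points) with 95% bootstrap intervals over the genes of each pathway (bars), for both intervals. Vertical ticks are the medians of the 10000 random lists; the cytokine-cytokine receptor interaction median is -0.17 from 0 to 24 h and 0.35 from 24 to 120 h.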

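In PBMCs, the 160 tested genes of the KEGG phagosome pathway had a median change from 0 to 24 h of -0.12 (-0.24 to 0.12), -0.38 relative to all genes. Among the random lists this was percentile 0.02, and 23 genes were at least 2-fold higher and 25 lower. Between 24 and 120 h the median over 172 genes was 0.20 (0.07 to 0.45), at percentile 99.99, with 39 higher and 11 lower. Only members at 5 RPKM or more are ranked here. The largest rises from 0 to 24 h were in TFRC, LOC100158003 (2.39) and LOC100739685 (2.32), and the largest falls in LOC100515902 (-6.34), TUBB1 and LOC100513601 (-3.04). In the later interval OLR1 (4.69, from 7 reads to 195), RAB7B (3.68) and THBS1 (3.43) rose most, while SLA-5, LOC100158003 (-1.92) and LOC396781 (-1.84) fell most. The deposited annotation matches LOC100513601 to an MHC class I protein and LOC100158003 to tubulin alpha-1D. From 0 to 120 h their covered length fell from 93.4 to 54.8% and from 72.0 to 24.1%. That of LOC100515902, an uncharacterized protein, fell from 88.9 to 48.0%. For these 3 genes, sharing of reads with related genes was not tested.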

Similar to that in BALF, phagosome and other pathways were also significantly enriched in PBMCs (Fig. 3B). However, the T cell receptor signaling pathway in PBMCs showed a dramatic down-regulation in the early infection stages (Fig. 3B).

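The 149 tested genes of the T cell receptor signaling pathway had a median change of 0.38 (0.23 to 0.53) from 0 to 24 h, which is 0.11 relative to all genes and percentile 99.7 of the random lists, whose median was 0.18. Of these genes, 41 were at least 2-fold higher at 24 h and 4 were lower. Among members at 5 RPKM or more, the largest rises were in LOC100737775 (2.77), CBL (2.36) and LOC396634 (2.28). The largest falls among them were in IL10 (-1.22), MAP3K8 (-1.07) and NFKBIA (-0.98). CBL, at 11168 bases, rose by 1.51 without the gene length trend.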

The response in serum to APP infection was mainly enriched in biosynthesis and metabolism, such as carbon metabolism and glycolysis/gluconeogenesis, which was both up-regulated and down-regulated in early infection (0–24 h) and late infection (24–120 h), respectively (Fig. 3B, C). However, unlike in BALF and PBMCs, the complement and coagulation cascades and phagosome in serum showed a significant down-regulation throughout the infection (Fig. 3B). In summary, metabolic activities in lungs (based on KEGG analysis) were significantly up-regulated in the early stage, but inhibited at the later stage of infection.

### Visualization of common DEMs in serum, BALF and PBMCs during APP infection

We used Venn diagrams to identify common DEMs in serum, BALF and PBMCs. It was found that there were in total of 147 DEMs in at least two of serum, BALF and PBMC at 0–24 h, including 7 common DEMs. 

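In PBMCs, 11571 genes were tested between 0 and 24 h, of which 2543 were at least 2-fold higher at 24 h and 818 at least 2-fold lower, 3361 in all. Higher genes made up 75.7% of the changed genes as deposited, 57.4% after TMM rescaling (1703 higher, 1266 lower) and 56.6% after median rescaling. The fold required moved the count most, to 5970 genes at 1.5-fold. Requiring a counting interval that excludes no change left 3348. Among genes with a symbol and at least 10 RPKM in the higher library, the 5 largest falls were in CLU (-7.07), GP1BB (-7.02, from 762 reads to 4), TREML1 (from 441 reads to 0, at least 128-fold lower), CKB (-5.97) and MYL9 (-5.81). The largest rises were in RPL15 (6.27), IFITM2 (6.05, from 4 reads to 282), AHNAK (5.34), SMG1 (3.68) and TFRC (3.48). AHNAK and SMG1 are long genes, and without the length trend they rose by 4.69 and 2.84. RPL15 had 37 reads at 0 h and 2727 at 24 h, while LOC100620439, which the deposited annotation matches to the same protein, had 8787 and 6179. For IFITM2, sharing of reads with related genes was not tested.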

Twenty-three DEMs were identified in both BALF and serum at 24 h post infection, indicating that the number of DEMs in BALF (23/619 + 23 + 96) was lower than that in serum (23/133 + 28 + 23). 

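Between 24 and 120 h, 11850 PBMC genes were tested, of which 1258 were at least 2-fold higher at 120 h and 1222 at least 2-fold lower, 2480 in all. After TMM rescaling 1324 were higher and 1005 lower. Of the genes changed from 24 to 120 h, 879 had also changed from 0 to 24 h, 712 of them (81.0%) in the opposite direction. Both intervals share the library labelled 24 h, and in simulated libraries without changes 6 of 6 such genes were opposite. Genes with a symbol and at least 10 RPKM in the higher library were ranked by change. Their 5 largest falls were in RPL15 (-7.52), IFITM2 (from 282 reads to 0, at least 72.8-fold lower), SLA-5 (-4.63), KLF2 (-2.87) and SDS (-2.85). Their largest rises were in RPS3 (4.79), SMPDL3B (4.58), AREG (4.02), MT-2B (3.91) and TIMP1 (3.88). RPS3 rose from 8 reads to 202, while LOC100627821, matched to the same protein, had 22429 and 18567. For SLA-5, sharing of reads with other genes of its family was not tested.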

At 120 h post infection, the number of common DEMs in both BALF and serum was similar, but the number of DEMs in BALF plus serum decreased significantly, while the number of DEMs in both PBMCs and lung were increased (Fig. 4A, B), which implied that the lung had less material exchange with serum but more with the PBMCs over the time of infection process, and immune cells in blood may participate in the immune response in lung.

**Fig. 4:**
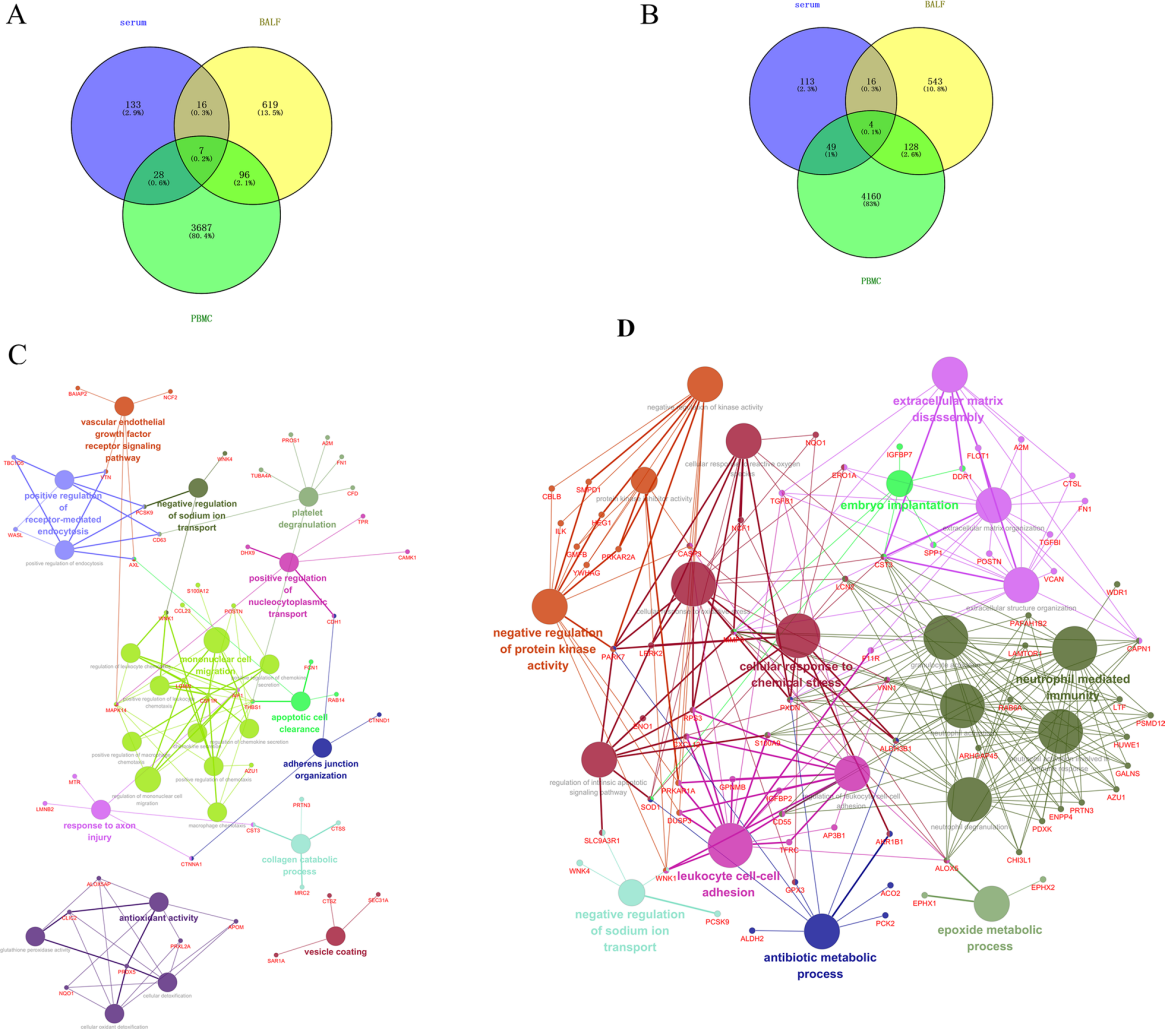
Visualization of common DEMs in serum, BALF and PBMCs during APP infection. Venn diagram shows DEMs at 0–24 h (**A**) and at 24–120 h (**B**). Cytoscape ClueGO analysis identified the link between the common DEMs and its related KEGGs at 0–24 h and at 24–120 h (**D**). Each cross-node represents a cross-talk gene (different circles indicate signal pathways where DEGs are enriched and genes on branches indicate DEMs involved in the signaling pathway)

We further used Cytoscape ClueGO (Bindea et al. 2009) analysis to identify cross-talk (associated with two or more pathways) DEMs, and found that these molecules were mainly enriched in mononuclear cell migration, apoptotic cell clearance and platelet degranulation (Fig. 4C). In addition, we also found that some important DEMs (i.e., THBS1, MAPK14) were involved in the regulation of different KEGGs. These data clearly showed the central points of cross-talk involves multiple BPs, e.g., the vascular endothelial growth factor receptor signaling pathway, positive regulation of receptor-mediated endocytosis, negative regulation of sodium ion transport, platelet degranulation, positive regulation of nucleocytoplasmic transport, mononuclear cell migration and antioxidant activity, several relatively concentrated interaction networks (some molecules were connected between the networks) and the main function was to initiate an immune response (Fig. 4C). However, the pathways of extracellular matrix disassembly, negative regulation of kinase activity, cellular response to reactive oxygen species, cellular response to oxidative stress, cellular response to chemical stress, neutrophil mediated immunity, granulocyte activation and leukocyte cell-cell adhesion had become the central points at 120 h post infection, and many molecules, such as CST3, A2M, RAB6A, LCN2, TGFB1, CASP3, CXCL12 were connecting points among these important pathways, connecting multiple signaling pathways to each other and forming a complex and integrated network. Moreover, innate immunity of PMNs (polymorphonuclear neutrophils) related with the anti-infection activity, complement activation, immune cell migration, immune cell stress response, antibiotic metabolism was highly active (Fig. 4D).

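In PBMCs, THBS1 fell from 219 RPKM at 0 h to 58.0 RPKM at 24 h, a log2 change of -1.91 (-1.96 to -1.87), on 26597 and 6149 reads. MAPK14 rose from 0.839 to 2.07 RPKM on 67 and 144 reads, a change of 1.21 (0.87 to 1.74). These reads covered 19.0% and 31.7% of its length. Its side of the 2-fold threshold depended on the scaling, since it was 0.96 after TMM rescaling and 0.97 without the length trend.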

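In PBMCs from 24 to 120 h, A2M rose by 3.06 (2.86 to 3.51), from 90 reads to 630. CST3 rose by 0.49 (0.41 to 0.57), or by 0.03 without the length trend. LCN2 changed by -0.88 (-1.52 to -0.33) on 85 and 35 reads, TGFB1 by -0.61 (-0.65 to -0.56) and RAB6A by -0.16 (-0.29 to -0.03). CXCL12 had 0 reads at 0 h and 24 h and 12 reads at 120 h, which is at least 5.17-fold higher than at 24 h, and it stayed below 1 RPKM. Of these genes at 1 RPKM or more, A2M passed 2-fold.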

### Metascape analysis of the interactions between common DEMs involved in APP infection

The main interaction molecules in BALF, PBMCs and serum were analyzed systematically and a large number of interactional molecules were found. 

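In PBMCs, 10 genes shown for PBMCs at this stage in Fig. 5A changed at least 2-fold between 0 and 24 h, 7 of them to a higher level at 24 h. TFRC had the largest change, from 118 reads to 1192. WASL rose by 1.33 (1.18 to 1.53), SRSF1 by 1.14, ARFGEF1 by 1.12, PPP2R1B by 1.10, DHX15 by 1.07 and GALK2 by 1.06 (0.79 to 1.5, on 101 and 194 reads). Lower at 24 h were TRIP10 (-1.43, -1.70 to -1.20), SNRPE (-1.18, -1.37 to -1.0) and EIF3I (-1.01, -1.08 to -0.94). Only TFRC, SRSF1 and TRIP10 passed 2-fold when the length trend was removed, and TFRC, WASL, TRIP10, SNRPE and EIF3I did so after TMM rescaling; no direction changed.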

At 24 h post infection, 14 molecules (TRIP10, WASL, TFRC, ARPC5, GALK2, EIF3I, SNRPE, FN1, ARFGEF1, TUBA4A, DHX15, SRSF1, EIF4A1 and PPP2R1B) were up-regulated in BALF, 10 of which were also dramatically changed in PBMCs, but only 3 of them were up-regulated. Moreover, only six (APOB, IARS, XPOT, GART, CAD, SOD1) were down-regulated in BALF, and 4 (IARS, XPOT, GART, CAD) in PBMCs. 

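In PBMCs, IARS rose from 184 reads at 0 h to 598 at 24 h, a log2 change of 1.87 (1.66 to 2.14). XPOT rose by 1.93 (1.78 to 2.11), GART by 1.38 (1.25 to 1.54) and CAD by 1.41 (1.25 to 1.64). All 4 stayed above 2-fold after either rescaling and without the length trend, where GART was at 1.03 and CAD at 1.07.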

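In PBMCs between 24 and 120 h, HNRNPH1 rose by 1.08 (1.05 to 1.11), HNRNPA3 by 0.62, SF3B1 by 0.56 and PPP2R1B by 0.26. TPR changed by 0.02 (-0.04 to 0.09), HUWE1 by -0.03 (-0.07 to 0.01) and PRKAR2A by -0.06 (-0.40 to 0.27), all within counting error. EEF1D changed by -0.97, RPS9 by -0.92, SLC25A6 by -0.90, RPL13 by -0.90, EIF3K by -0.68, RPL8 by -0.57 and DHRS11 by -0.26, while ALDH2 changed by 0.11 (-0.06 to 0.28). Of these genes, all but HNRNPH1 stayed within 2-fold, and RPS9 passed it without the length trend (-1.12).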

At 120 h, the up-regulated molecules in BALF were significantly reduced, only two (SOD1 and XPO1) found; while 20 down-regulated molecules (including PRKAR2A, PPP2R1B, IARS, ALDH2, DHRS11, and SLC25A6) were found in BALF, 11 of which were also up-regulated in PBMCs, and nine showed the same trend as in BALF (Fig. 5A). These data indicate that the immune response in lung is different from that in blood.

**Fig. 5:**
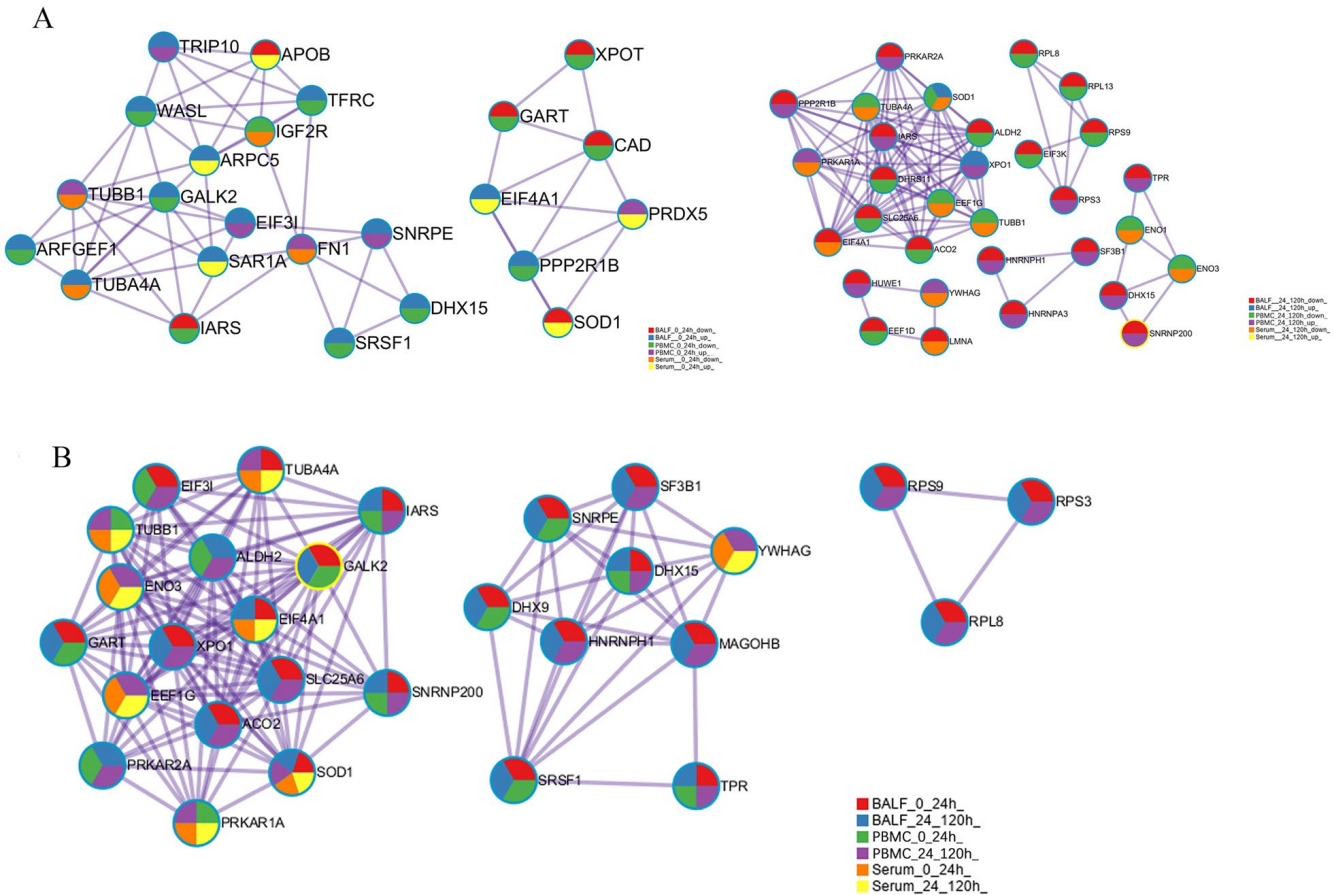
Metascape analysis of the interactions between common DEMs involved in APP infection. **A** Network nodes from up-/down-regulation of DEMs were displayed as pies. **B** Network nodes from different infection stages (0–24 h, 24–120 h) are displayed as pies. Color code for pie sector represents a gene group from which the gene is derived and is consistent with the colors used for legend

The common interaction molecular analysis of BALF and serum showed that there were four up-regulated molecules (ARPC5, SAR1A, TUBA4A, EIF4A1) found in BALF at 24 h, three of which (ARPC5, SAR1A, EIF4A1) were also up-regulated in serum; but two down-regulated molecules (APOB and SOD1) in BALF were up-regulated in serum. At 120 h, there were two up-regulated molecules (SOD1 and XPO1) in BALF. XPO1 was also up-regulated in PBMCs, while SOD1 was down-regulated. 

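In PBMCs, XPO1 rose from 46.3 RPKM at 24 h to 82.2 RPKM at 120 h, a log2 change of 0.83 (0.76 to 0.89), after 0.54 (0.47 to 0.62) from 0 to 24 h. SOD1 went from 159 to 88.5 RPKM, a change of -0.85 (-0.97 to -0.73). Both were larger than counting error and under 2-fold, and SOD1 was at -1.07 without the length trend.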

There were two down-regulated molecules (EIF4A1, LMNA) both in BALF and serum, and no up-regulated molecules in serum at 120 h (Fig. 5A). Thus, there were in total of eight common interaction molecules (ARPC5, SAR1A, TUBA4A, EIF4A1, APOB, SOD1, EIF4A1, LMNA) found in both BALF and serum, with only three (ARPC5, SAR1A, EIF4A1) having the same uptrend. Collectively, the data showed that there were significant differences in immune response between lung tissue and serum.

There were few DEMs in PBMCs. Three DEMs (TUBB1, FN1, PRDX5) were up-regulated in PBMCs at 24 h, of which PRDX5 was up-regulated, while TUBB1 and FN1 were down-regulated in serum. 

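TUBB1 fell from 6314 reads at 0 h to 121 at 24 h in PBMCs, a log2 change of -5.44 (-5.78 to -5.25). FN1 fell from 777 reads to 306, a change of -1.11 (-1.34 to -0.95), and PRDX5 from 2359 to 1014, a change of -1.02 (-1.13 to -0.91). FN1, at 8403 bases, stood at -1.79 without the length trend and at -0.86 with 1 RPKM added. PRDX5, at 798 bases, stood at -0.44 without the length trend.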

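In PBMCs, IGF2R had 7.13 RPKM at 0 h and 29.7 RPKM at 24 h on 1127 and 4090 reads, a log2 change of 2.04 (1.96 to 2.15), or 1.42 without the length trend.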

Only IGF2R was down-regulated both in PBMCs and serum. 

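In PBMCs, PRKAR1A changed from 24 to 120 h by 0.11 (0.04 to 0.18) and YWHAG by 0.71 (0.61 to 0.82), neither reaching 2-fold.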

At 120 h, both PRKAR1A and YWHAG were up-regulated in PBMCs and down-regulated in serum. Six molecules (TUBA4A, SOD1, EEF1G, TUBB1, ENO1, ENO3) were down-regulated in both PBMCs and serum (Fig. 5A). 

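In PBMCs from 24 to 120 h, TUBA4A changed by -1.05 (-1.16 to -0.95), ENO3 by -0.98 (-1.45 to -0.58, on 166 and 64 reads), EEF1G by -0.87 (-0.90 to -0.85) and ENO1 by -0.76 (-0.79 to -0.73). TUBB1 rose by 1.33 (1.05 to 1.70), from 2.05 RPKM at 24 h to 5.31 RPKM at 120 h, with 93.2 RPKM at 0 h. TUBA4A, the only 1 of these at least 2-fold lower, fell just short after TMM rescaling (-0.99).

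**Figure D3:**
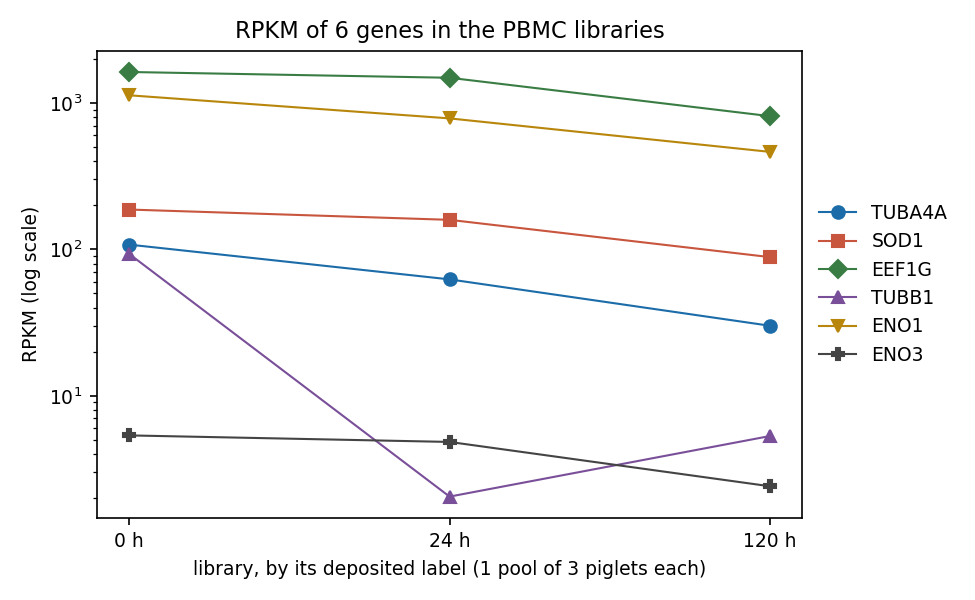
RPKM (log scale) of TUBA4A, SOD1, EEF1G, TUBB1, ENO1 and ENO3 in the 3 PBMC libraries, by labelled time, each point 1 pool of 3 piglets. TUBB1 goes from 93.2 to 2.05 to 5.31 RPKM, and the other 5 genes are lowest at 120 h.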

Overall, there are only 12 coexisting molecules, with eight of them have a similar change trend.

The proportion of the main DEMs in BALF, PBMC and serum was analyzed. It was found that there were less interactive DEMs in the early stage of infection (24 h), with 22 in BALF (red), 14 in PBMC (green), and eight in serum (orange), among which 10 molecules (red + green) were common in both BALF and PBMC. In the late stage of infection (120 h), complex networks were formed, and the number of related molecules increased. There were 22 (blue) in BALF, 21 in PBMCs (purple), and eight in serum (yellow), of which 16 (blue + purple) were common in BALF and PBMCs. 

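Between 0 and 24 h in PBMCs, SOD1 changed by -0.23 (-0.32 to -0.15), or by 0.41 without the length trend. PRKAR1A rose by 1.08 (1.0 to 1.16), or by 0.82 after TMM rescaling. SNRNP200 rose by 2.00 (1.89 to 2.13) and changed by -0.48 (-0.58 to -0.39) from 24 to 120 h. In the later interval IARS changed by 0.04 (-0.14 to 0.21) and DHX15 by 0.45 (0.39 to 0.53).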

Notably, SOD1 is an important interaction molecule that exists both in BALF, PBMC and serum, and participates in early and late stages of infection, followed by PRKAR1A, IARS, SNRNP200, and DHX15 (Fig. 5B). These molecules interact with other DEMs during APP infection, which may play an important role in the host’s immune response.

### Key pathway node molecule detection and confirmation in the network of serum, BALF and PBMCs during APP infection

According to the data integration analysis of serum, BALF and PBMCs, many signaling pathways involved in innate immunity were closely correlated. In order to verify the results of omics network regulation, we selected DEMs including MAPK14, ALDH3B1 and CST3 (Fig. 4C, D) to detect their mRNA levels in PBMCs by qPCR, and TUBA4A, SOD1 and EIF4A (Fig. 5A, B) to detect their protein contents in serum and BALF by ELISA. The results showed that the mRNA level of MAPK14, namely mitogen-activated protein kinase 14, was significantly increased at 24 h and decreased at 120 h after APP infection compared to the control group. This is consistent with the results of the omics data. 

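In the PBMC libraries, MAPK14 had 71 reads at 120 h, which covered 13.2% of its length. Its log2 change was 0.59 (0.15 to 1.15) from 0 to 120 h and -0.61 (-1.08 to -0.23) from 24 to 120 h.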

From the network analysis of the omics, it can be seen that MAPK14 connects eight pathways at 24 h, including vascular endothelial growth factor receptor (VEGFR) signaling pathway, positive regulation of nucleocytoplasmic transport, regulation of leukocyte chemotaxis, positive regulation of leukocyte chemotaxis, mononuclear cell migration, regulation of mononuclear cell migration, and macrophage chemotaxis. Positive regulation of chemotaxis is an important pathway. However, the difference was not significant at 120 h and was not screened out in the pathway association analysis, which is consistent with the gradual remission of systematic inflammation in the late stage of APP infection (Fig. 6).

**Fig. 6:**
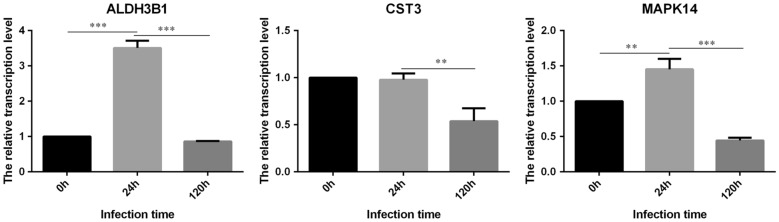
PBMC analysis of genes of interest by qPCR. Levels of Aldh3b1, Cst3 and Mapk14 mRNAs were detected in PBMCs by qPCR. Aldh3b1 mRNA level was significantly increased only at 24 h; while Cst3 mRNA significant decrease at 120 h post infection compared to the control, which were consistent with the results of PBMC transcriptome analysis. Mapk4 mRNA level was significantly increased at 24 h and decreased at 120 h, being consistent with the results of the omics data. “*” represents p < 0.05, “**” p < 0.01, “***” p < 0.001

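In the PBMC libraries, ALDH3B1 had 9.87 RPKM at 0 h, 4.89 RPKM at 24 h and 2.77 RPKM at 120 h, on 412, 178 and 78 reads. The log2 change was -1.0 (-1.27 to -0.76) from 0 to 24 h and -1.80 (-2.20 to -1.48) from 0 to 120 h.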

The mRNA level of ALDH3B1 (aldehyde dehydrogenase family 3 member B1) was significantly increased in PBMCs at 24 h, but not at 120 h compared to control, which was consistent with the results of PBMC transcriptome analysis. CST3, also known as Cystatin-C, is an inhibitor of cysteine protease that belongs to cystatin superfamily. qPCR found no significant difference in gene expression at 24 h, but there was a significant decrease at 120 h post infection compared to the control, which was consistent with the results of transcriptome analysis (Fig. 6).

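In the PBMC libraries, CST3 had 1665 RPKM at 0 h, 270 RPKM at 24 h and 379 RPKM at 120 h. The log2 change was -2.63 (-2.69 to -2.56) from 0 to 24 h and -2.13 (-2.20 to -2.07) from 0 to 120 h. CST3 is 472 bases long, and from 0 to 24 h its change without the length trend was -1.85.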

For the ELISA detection of TUBA4A, SOD1 and EIF4A in serum and BALF, we only analyzed samples from 12 to 120 h post infection due to the shortage of the same batch of samples for omics detection. We found that the level of TUBA4A, SOD1 and EIF4A in BALF were consistent with the results of omics analysis (12 h/0 and 120 h/12 h) (Fig. 5A, B). The level trends of TUBA4A, SOD1 and EIF4A in serum were also consistent with the omics data only at 12 h, no difference or increase trend at 120 h/12 h in serum by ELISA assay. It was not similar with that in serum at 120 h/24 h, which might be due to the different sampling time points for ELISA (12 h) and for the omics analysis (24 h), that is to say, these proteins levels may still be rising at 12 h, higher at 24 h, so 120/24 h decreased than 120 h/12 h (Fig. 7).

**Fig. 7:**
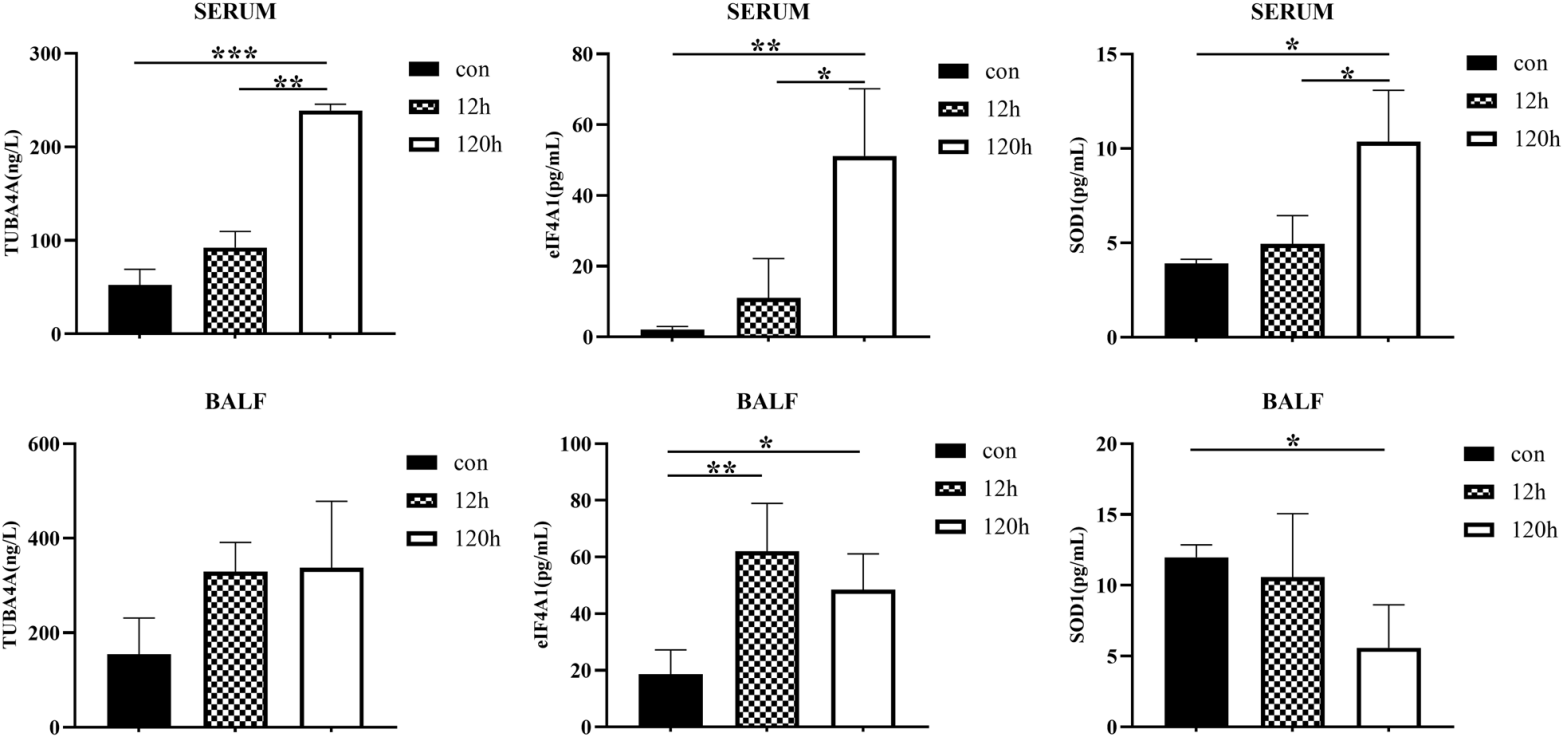
ELISA analysis of proteins of interest in BALF and serum. TUBA4A, SOD1 and EIF4A proteins in serum and BALF samples were analyzed by ELISA at 12 h and 120 h post infection. The level of TUBA4A, SOD1 and EIF4A in BALF were consistent with the results of omics analysis (12h/0h and 120h/12h). The level trends of TUBA4A, SOD1 and EIF4A in serum were also consistent with the omics data only at 12 h, no difference or increase trend at 120h/12 h in serum. “*” represents p < 0.05, “**” p < 0.01, “***” p < 0.001

## Discussion

In this study, we carried out omics analyses of BALF, PBMCs, and serum from APP infected-piglets. It was found that BALF is the main site of metabolism during the whole infection process, and the clearance of APP in lung is mainly associated with natural immune processes such as phagosome, endocytosis and lysosomes. The general immune response mainly involves the production of cytokines in PBMC, and biosynthesis, phagosome, and complement and coagulation cascades in serum. Furthermore, immune responses in PBMCs and serum were rapid and maintained compared to the lung, and innate immunity pathways of cellular response to ROS, neutrophil mediated immunity, granulocyte activation and leukocyte cell-cell adhesion as the central points to connect multiple signaling pathways to form an integrated large network. The immune response in lung is obviously different from that in blood, but their are similar trends in PBMCs and serum.

Our findings provide a comprehensive understanding on the response of lung and blood in APP infected piglets, which is extremely useful for clinical treatment. Based on the previous studies by Yu  et al.  (2013), who also identified a number of biological processes related to metabolism using transcriptional profiling of hilar nodes from pigs infected with APP, including the citrate cycle, glycolysis/gluconeogenesis, and fatty acid metabolism, and by Kim et al. (2019) who found the signaling pathways were enriched in the categories apoptosis, nuclear receptor and cellular immune response when the response of an immortalized porcine alveolar macrophage cell line was examined to App exotoxins by transcriptional analyses, we not only mutually confirmed these results, but also extended them to other body locations.

Moreover, previous studies in our laboratory have demonstrated that DEGs of PBMCs after APP infection were significantly enriched in some autoimmune disease pathways, such as rheumatoid arthritis (Jiang et al. 2018). The activated T cells of rheumatoid arthritis are dependent on glycolysis, which produces less ATP and more biomolecules that support cell division, but they lack the key signaling molecules, e.g., ROS, that control their own behavior, resulting in progression of inflammation (Perl 2017). Inflammation is the basis of many diseases, and now more and more evidence suggest that regulation of cell metabolism can alleviate inflammation (Abboud et al. 2018; Choi et al. 2018). For example, we showed that aconitase 2 (ACO2) was significantly reduced in the late infection stages (24–120 h) in PBMCs and BALF. ACO2 is an enzyme involved in the second step of the TCA cycle. Tsui et al. (2013) has shown that hypoxia can up-regulates the gene expression of mitochondrial ACO2. However, ACO2 reduced oxidant-induced alveolar epithelial cell (AEC) apoptosis (Kim et al. 2014). Therefore, ACO2 may be a regulatory molecule of the host under oxidative stress. The research by Mangialasche et al. (2015) also confirmed that ACO2 activity was reduced in peripheral lymphocytes of subjects with Alzheimer’s disease and mild cognitive impairment which correlates with antioxidant protection, and proposed ACO2 as an important marker of AD progression. Further studies are warranted to verify the role of ACO2 in the process of APP infection during lung injury. Therefore, studying the role of BALF metabolism during APP infection may lead to developments in the control and prevention of pleuropneumonia in piglets.

Our omics data indicates that the biosynthesis, complement and coagulation cascades pathways are significantly enriched in serum, which may be the primary pathway for the serum to eliminate APP. However, we found that proteins associated with these pathways were significantly reduced during infection. Resistance to host serum is an important mechanism for pathogens to evade host immunity. Relevant studies have reported that bacterial pathogens can evade host immune responses using the complement system (Qin et al. 2015). For example, binding to immunoglobulin G (IgG) and immunoglobulin M (IgM) may prevent the activation of the classical complement pathway by blocking the Fc binding site for Clq (Abdullah et al. 2005; Leo et al. 2011). In addition, the formation of membrane attack complexes (MACs) is prevented by inhibiting C5b-C7 complex formation and C9 polymerization (Singh et al. 2014; Attia et al. 2006). The resistance of APP to complement cytotoxicity can mainly be attributed to the capsular polysaccharide (CPS) and/or LPS (Bossé et al. 2002). In addition, genes associated with urease synthesis of APP might be related to the inactivation of the complement cascade for immune evasion (Bossé et al. 1997). However, there is no report on how APP uses the complement system to evade the host immune response, which needs to be further studied. Our data suggest that Fc γ R-mediated phagocytosis may be involved in the regulation of immune responses during APP infection. In our study, the protein expression levels of actin-related protein 2/3 complex subunit 5 (ARPC5) and neural Wiskott-Aldrich syndrome protein (WASL), both of which are involved in Fc γ R-mediated phagocytosis, and bacterial invasion of epithelial cells and *Salmonella* infection (Kolb-Mäurer et al. 2001), were significantly increased in BALF and serum in the early infection stage. Humphries et al. also found that vaccinia virus enhances its cell-to-cell spread by inducing Arp2/3-dependent actin polymerization, and WASL participates in Fc γ R-mediated phagocytosis during infection (Humphries et al. 2014). Moreover, we found that TUBA4A and TUBB1, both of which can interact directly with ARPC5 and WASL and participate in phagosome biological processes, were significantly down-regulated in serum. Together, these results suggest that APP may inhibit the ability of serum to clear pathogens through biological pathways such as complement and coagulation cascades and Fc γ R-mediated phagocytosis.

Through omics analysis, PBMCs were identified as a major source for the production of cytokines during the whole infection process. The cytokine-cytokine receptor interaction and chemokine signaling pathways of PBMCs were significantly up-regulated in the early stage infection (0–24 h). 

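The 196 tested genes of the chemokine signaling pathway had a median change of 0.38 (0.25 to 0.53) from 0 to 24 h in PBMCs, or 0.12 relative to all genes. This was percentile 99.7 of random lists matched on expression and 96.2 of lists matched also on gene length, with 51 genes at least 2-fold higher and 24 lower. With another pathway membership the median over 112 genes was 0.26, no more than the shift of all genes. Only members at 5 RPKM or more are ranked here. LOC100737775, LOC100738528 (2.56) and LOC106506697 (2.49) rose most, and CXCL14, CCL14 and CCL8 fell most. The median over 200 genes from 24 to 120 h was 0.11 (-0.04 to 0.26), with 31 higher and 21 lower. In that interval CXCL14, LOC102157763 and CCL14 rose most, and CCR10, LOC102161469 (-1.59) and PIK3R2 (-1.54) fell most. The paper states that its omics analysis identified PBMCs as a main source of cytokines in the infection.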

Excessive production of inflammatory cytokines is one of the causes of lung injury (Auger et al. 2009; Reed et al. 2015). In previous studies, the involvement of NF-κB signaling pathway in the regulation of APP exotoxin ApxI-induced IL-1β, IL-8, and TNF-α production in porcine alveolar macrophages (PAM) was demonstrated (Hsu et al. 2016). Moreover, we have also found other molecules that play an important role in APP pathogenesis, such as TRIP10, IGF2R, EIF3I. 

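In PBMCs, TRIP10 rose between 24 and 120 h by 1.64 (1.41 to 1.92), from 4.43 to 14.0 RPKM. IGF2R changed by 0.22 (0.15 to 0.28) and EIF3I by -0.53 (-0.63 to -0.43). From 0 to 120 h the log2 changes were 0.22 (0.03 to 0.40) for TRIP10, 2.26 (2.18 to 2.37) for IGF2R and -1.54 (-1.63 to -1.46) for EIF3I.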

High levels of EIF3I (also called TRIP-1) reduced collagen contractility in adult fibroblasts, while the down-regulation of EIF3I expression in primary human lung fibroblasts can enhance resistance to apoptosis and collagen contraction ability (Nyp et al. 2014; Navarro et al. 2009). Therefore, EIF3I may be an important molecule in APP-induced lung injury.

The characteristics and functions of mammalian ALDH3B1-like proteins have not been reported, but it has been speculated that human and rat ALDH3A-like proteins are involved in the detoxification of endogenous and exogenous acetaldehyde (Holmes 2010). It was reported that the high expression of ALDH1 is related to the chronic infection of buffalo mammary gland, which can indicate the degree of disease progression (Thakur et al. 2019). High expression of ALDH1 is also a characteristic indicator of malignant transformation degree of ovarian cancer (Ruscito et al. 2018). The whole network analysis of our data showed that ALDH3B1 did not appear in any pathway networks at 24 h, but appears at 120 h, becoming the core molecule connecting seven pathways including cellular response to chemical stress, granulocyte activation, neutrophil activation, neutrophil degranulation and activation involved in immune response, neutrophil mediated immunity, antibiotic metabolic process, and cellular response to oxidative stress. These results suggest that ALDH3B1 may be a key innate immune response molecule involved in neutrophil activation, regulation of antimicrobial metabolism and antioxidant stress during APP infection.

CST3 can be continuously transcribed and expressed in all nucleated cells. However, the level of CST3 in serum in patients with emphysema caused by smoking and in elderly men with respiratory disorders and lung diseases was significantly increased (Rokadia et al. 2012; Zhang et al. 2014). In this study, omics data analysis showed that CST3 connected two pathways within the 24 h response to axon injury and collagen catabolic process, twelve pathways at 120 h, including extracellular matrix disassembly, extracellular matrix organization, extracellular structure organization, neutrophil mediated immunity, neutrophil activation involved in immune response, granulocyte activation, neutrophil activation, neutrophil degranulation, cellular response to reactive oxygen species, cellular response to chemical stress, cellular response to oxidative stress, and embryo implantation. These pathways are mainly involved in innate immune responses, indicating that the immune cells such as PBMCs quickly responded in the early stage of infection, resulting in a large transcription of CST3, which is involved in regulating many pathways of innate immunity and infection control. 

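CST3 had 16431 reads in the PBMC library labelled 0 h, 2319 in that labelled 24 h and 2526 in that labelled 120 h.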

Elevated CST3 levels may be a marker of impaired lung function. In the late stage of infection, the progression of the disease was impaired by effective elimination of bacteria via innate immunity processes, and the transcription of CST3 was decreased at this time point.

This omics study systematically summarized the possible interrelationships between the immune response signaling pathways and identified important molecules that are involved in the whole process of host anti-APP infection. It is shown that the immune response in lung is quite different from that in blood, there was a similar trend in PBMCs and serum. Metabolic activities in lungs, based on KEGG analysis, were found significantly up-regulated in the early stage but inhibited at the later stage of infection. At the same time, it is suggested that APP may evade or suppress the host immune response through one or more pathways during infection, such as complement and coagulation cascades, and also apoptosis. Few studies have reported simultaneous measurement of host responses in different compartments, and ours provides novel insights into differential gene and protein expression, and identifies new directions for future research.

## Supplementary Information

**Additional file 1: Table S1.** The qPCR primer information used in this study.

## Data Availability

The data on which the conclusions are made are all presented in this paper. The raw transcriptome data of BALF (PXD026983) and serum (PXD017500) had been upload to PRIDE (https://www.ebi.ac.uk/pride/), and the raw transcriptome data of PMBCs had been upload to GEO (GSE179183).

## Abbreviations

APP: *Actinobacillus pleuropneumoniae*
PBMCs: Peripheral blood mononuclear cells
BALF: Bronchoalveolar lavage fluid
DEG: Differentially expressed genes
DEP: Differentially expressed proteins
DEM: Differentially expressed molecules
GO: Gene ontology
KEGG: Kyoto Encyclopedia of Genes and Genomes
DAVID: Database of annotation, visualization, and integrated discovery

# Supplementary material for: Dynamic immune response characteristics of piglets infected with Actinobacillus pleuropneumoniae through omic
**Source:** AMB Express. 2021 Dec 24;11:175. doi: 10.1186/s13568-021-01336-z
**Supplement:** Supplementary file 1 — Additional file 1: Table S1. The qPCR primer information used in this study.

| Gene name | Primer name | Primer sequence |
| --- | --- | --- |
| MAPK14 | MAPK14-F | TCTACCAGATTCTCCGAGGTCTCAAG |
|  | MAPK14-R | TCTTCAGCTCACAGTCTTCATTCACAG |
| ALDH3B1 | ALDH3B1-F | GCCCATCCTGCCCATTCTGAAC |
|  | ALDH3B1-R | CCACCTGGCTGTTGTTGGAGAAG |
| CST3 | CST3-F | GTGGCGGGGATGAACTACTTCTTG |
|  | CST3-R | GGGACGGTGTAAACTTGGAAGGAG |
| β-actin | β-actin-F | TCCACGAAACTACCTTCAACTC |
|  | β-actin-R | GATCTCCTTCTGCATCCTGTC |

Table S1. The qPCR primer information used in this study

How the deposited data were processed for this re-analysis (not part of the article)

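PBMC RNA of 3 piglets per time point was pooled in equal amounts and sequenced as 1 library at 0 h, 24 h and 120 h, so each of the 3 conditions has 1 library and no replicates. Proteomes of serum and BALF, qPCR and ELISA are not analysed here. The authors deposited counts of uniquely mapped reads per gene, not normalized. The authors computed RPKM from these counts, the gene length and the reads counted on genes. The deposited coverage is the percent of each gene's length covered by reads, as the authors computed it. The RPKM was checked against the counts and lengths. Counts summed to 20.9 M, 18.2 M and 14.1 M reads at 0 h, 24 h and 120 h. For 141 of 17409 genes the gene length behind the deposited RPKM differed between libraries. The aligner, genome build and annotation are not given in the sources used here. Of the gene IDs, 12869 matched a symbol in a pig reference table used for names only and 1262 more matched a synonym or ID in it; 5017 IDs are LOC numbers.

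Changes were computed as log2 ratios of deposited RPKM with 0.1 added, for genes at 1 RPKM or more in at least 1 of the 2 libraries, and a gene was counted as changed at 2-fold. No p-values were computed, since no condition has replicates. Exact 95% counting intervals of ratios come from the binomial distribution of the reads of the 2 libraries and cover counting error only. Shares have Wilson 95% intervals. For shares of reads these cover counting error only. For shares of genes they treat the genes as independent draws, which they are not. Those leave out counting error and the differences between piglets or library preparations. A count of 0 was taken to allow 3 counts, which is 0.143 reads per M reads at 0 h, 0.165 at 24 h and 0.213 at 120 h. Medians of gene lists have 95% bootstrap intervals over their genes (2000 draws) and a percentile among 10000 random lists of equal size, matched on mean expression in 20 strata. Genes at 0 reads in 1 library occur in 24 of 72 list medians, up to 6 per list, and setting them at their bound changed none of these medians.

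KEGG membership (8105 genes) and GO terms (8174 genes for components, 7801 for functions, 8095 for processes) were taken from the deposited annotation, which is not that of FunRich, Metascape or DAVID. GO sets were drawn by term name after the data were seen. Genes with any term of that kind that passed the expression filter were the background. Lists of marker genes of T cells, B cells, NK cells, monocytes, neutrophils, platelets, erythroid cells and plasma cells, of proliferation and of interferon-induced genes, and lists for the NF-kappa B, TNF, citrate cycle, complement and coagulation, and ribosome pathways, were also measured. The named genes are all 53 genes that the paper names for PBMCs in its text or shows for them in Fig. 5A; per interval and direction, the 5 genes with a symbol and the largest change among those at 10 RPKM or more in the higher library; and, per pathway, the 3 members with the largest rise and the 3 with the largest fall among those at 5 RPKM or more. The results of some of these genes are left out.

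The alternatives were 1 or 0.01 RPKM added, rescaling by the trimmed mean of log2 ratios (30% trimmed from each end) or to an unchanged median gene, no expression filter or 5 RPKM, 1.5-fold or 3-fold, a counting interval that excludes no change, and another pathway membership. These, the rule for named genes, the pathway and marker lists were set before the data were examined. A single gene length for all libraries, removal of the trend on gene length (lowess over log2 length, fraction 0.3) and random lists matched also on length (10 strata for each of expression and length) were added after seeing the data. In libraries simulated with counting error only, all of 200 genes changed 4-fold, drawn from those at 5 RPKM or more, were recovered. There 0.127% of 11009 unchanged genes were called, while 12.0% of 100 unchanged lists fell outside percentiles 5 to 95. The simulation held no differences between piglets or preparations, no shift of all genes and no length trend. Its rates therefore do not carry over to the real libraries. Software was python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, statsmodels 0.14.6 and matplotlib 3.10.9.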

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

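Of the tests below, those of the length trend on the platelet, monocyte and T cell lists were chosen before their results were seen, and the others, on dilution and on the erythroid genes, only after. The paper does not report on these genes as groups, and it names 2 genes of the platelet list (TUBB1 and THBS1), 1 of the erythroid list (TFRC) and none of the monocyte and T cell lists. Of the genes listed, the data hold 15 of 18 for platelets, 13 of 15 for monocytes, 21 of 22 for T cells and 13 of 14 for erythroid cells, and no gene is in more than 1 list.

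Platelet genes were far lower in the library labelled 24 h than in that labelled 0 h. The median log2 change of the 11 tested genes from 0 to 24 h was -3.23 (-5.44 to -1.91), 10 were at least 2-fold lower, and the median stood below all 10000 random lists. The most abundant gene, CCL5, went from 723 to 324 RPKM, and it is also expressed by lymphocytes; TUBB1 went from 93.2 to 2.05. Without the length trend the median was -3.00, which argues against gene length as the cause. A smaller share of platelet RNA, through the infection or through how the cells were separated from blood, stays open, as does a change within platelets; neither was tested, since each time point has 1 pool. The list as a whole had not returned at 120 h, with a median of -2.95 from 0 to 120 h.

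Monocyte genes were also lower in the library labelled 24 h, with a median from 0 to 24 h of -1.66 (-1.91 to -1.05) over 11 genes, 10 of them at least 2-fold lower. Between 24 and 120 h the median was 1.80 over 12 genes. The most abundant gene, FCN1, had 486, 140 and 481 RPKM at 0 h, 24 h and 120 h, CD14 had 420, 203 and 143, and LYZ had 257, 117 and 415. The length trend does not account for it, since the median without it was -1.48. A smaller share of monocytes, through the infection or through cell separation, and a response of monocytes to the infection all stay open and were not tested.

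T cell genes were lower in the library labelled 120 h. The median log2 change from 24 to 120 h was -1.22 (-1.54 to -0.79) over 21 genes, of which 14 were at least 2-fold lower; CD3E had 479, 342 and 162 RPKM. Dilution by RNA of cells other than lymphocytes alone, such as monocytes, would lower the B cell list as well, but that list rose by 0.69 (0.45 to 0.88). Dilution by B cell RNA is not excluded by this. The length trend is excluded as the cause, as the median without it was -1.32. A change in the share of T cells, or in the state of these cells, at 120 h stays open as a hypothesis. Preparation differences between the pools were not tested.

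Haemoglobin genes (HBB and LOC100737768, matched to haemoglobin alpha in the deposited annotation) took 7.64% of the reads at 0 h (7.63 to 7.65%), 3.76% at 24 h and 7.67% at 120 h. These intervals exclude equal shares at 0 h and 24 h by counting error alone. A smaller share of red cell RNA in the library labelled 24 h would lower the other erythroid genes, whose median over 7 genes, with HBM and TFRC left out, changed by -0.0294 from 0 to 24 h. These genes went both ways: the abundant AHSP and ALAS2 changed by -1.29 and -0.47, and the weakly expressed CA1 by 1.14. HBM changed by -1.53. The explanation and its absence cannot be told apart, since the median over so mixed a list decides nothing. HBB and LOC100737768 are short, at 496 and 616 bases. Without the length trend they changed by -0.25 and -0.36 from 0 to 24 h, smaller falls than with the trend left in. Much of the fall of these 2 genes could therefore come with the length trend. For the rest, removal of red cells in preparation and the infection itself both stay open.

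In 4 genes 1 library had 0 reads and both others had at least 100. ELAC2 had 0 reads at 0 h, 540 at 24 h and 127 at 120 h. The others had 0 reads at 24 h, with 1255 and 545 reads at 0 h and 120 h for LOC100736849, 427 and 223 for LOC100512054, and 240 and 121 for LOC100739772. They were picked for these values, and no explanation was tested.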

How the results depend on the processing

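Removal of the length trend, a single gene length and length-matched random lists were chosen only after the data were seen; the other alternatives were planned. No paired analysis was possible because each condition has 1 library, and leaving out a library would remove its condition.

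Counts of changed genes moved with the fold required, the expression filter and the scaling. From 0 to 24 h, 2543 genes were higher and 818 lower. At 1.5-fold it was 4294 and 1676, at 3-fold 1125 and 364, and at 5 RPKM or more, where fewer genes were tested, 1497 and 519. The lower genes numbered 1335 without a filter, 1266 after TMM rescaling and 1285 after median rescaling, when 1678 were higher. Both rescalings subtract the shift of all genes by construction. From 24 to 120 h, 1258 were higher and 1222 lower. At 1.5-fold it was 2580 and 2699, at 3-fold 514 and 382, at 5 RPKM or more 712 and 770, and with 1 RPKM added, which shrinks the changes of weakly expressed genes, 821 and 796. Without a filter 2229 were higher. Beyond what the fold, the filter and the rescaling do by construction, the cause was not tested. The counts stayed within 1.5 times of these under 0.01 RPKM added, the counting interval, a single gene length and removal of the length trend.

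From 0 to 24 h both rescalings lowered the medians of all 5 pathways, by the shift of all genes and, in cytokine-cytokine receptor interaction, by more than that, where 163 genes in place of 170 passed the expression filter; the cause was not tested. TMM and median rescaling gave -0.53 and -0.54 for cytokine-cytokine receptor interaction, 0.12 and 0.11 for chemokine signaling, -0.0687 and -0.0763 for the NOD-like receptor pathway, 0.12 and 0.11 for the T cell receptor pathway and -0.38 and -0.39 for the phagosome. The T cell receptor and chemokine medians kept their sign, and that of the NOD-like receptor pathway changed it. From 24 to 120 h the medians of the 5 pathways stayed within their bootstrap intervals under all alternatives run, as they did from 0 to 24 h under those other than the rescalings. Among other lists, the sign from 0 to 24 h changed under TMM and median rescaling for lysosomal genes (-0.0794 and -0.0871) and hydrolase genes (-0.00861 and -0.0158), whose bootstrap intervals had excluded 0, and likewise under median rescaling for cytoskeletal protein binding (-0.00554); the cause was not tested further than that shift. It also changed under both rescalings for lists whose intervals included 0, namely NF-kappa B signaling, TNF signaling, the citrate cycle, cell migration, leukocyte and NK cell genes.

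Of the 53 genes of the paper, 28 passed the expression filter and changed at least 2-fold from 0 to 24 h. Of these, 21 still did so in the same direction after TMM rescaling, 20 after median rescaling, 25 with 1 RPKM added and 17 without the length trend, and none reversed. In the later interval 10 changed, and 9 of them did so under all 4 of these alternatives. From 0 to 120 h 42 changed and 27 still did without the length trend, where HUWE1, at 14569 bases, reversed from 1.36 to -0.11. Matching random lists on length moved 17 of 72 percentiles by at least 10 points, the ribosome genes from 0 to 24 h among them, from below 0.01 to 38.4.

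Depth limits the weakly expressed genes. MAPK14 rests on 67, 144 and 71 reads, LCN2 from 24 to 120 h on 85 and 35, and CXCL12 on 12 reads in 1 library. The MAPK14 reads covered only 19.0%, 31.7% and 13.2% of its length at 0 h, 24 h and 120 h. By contrast, 90 reads covered 88.4% of the longer A2M at 24 h. Why the MAPK14 reads lay on so small a part was not tested.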

Differences from the paper's values

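The tallies of directions were chosen only after single genes had been seen to differ; the counts of changed genes and the alternatives were planned.

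For PBMC DEMs from 24 to 120 h the paper's count is about 4300 in Fig. 4, read by eye as the sum of the PBMC parts of the diagram, while 2480 genes changed at least 2-fold here. Of the alternatives set before the data were examined, no expression filter (4038) and 1.5-fold (5279) come within 1.5 times the paper's count. The others do not, with 1617 at 1 RPKM added, 2596 at 0.01, 2329 after TMM rescaling, 2333 after median rescaling, 1482 at 5 RPKM, 896 at 3-fold and 2456 with the counting interval. Between the libraries labelled 0 h and 120 h, 4360 genes changed at least 2-fold, which also lies near the paper's count. Here 3361 genes changed from 0 to 24 h.

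For single genes of PBMCs from 0 to 24 h, the direction was opposite to the paper's in the 8 cases that its text states apart from those tied to qPCR, each at 2-fold or more. The paper states that TUBB1, FN1 and PRDX5 were up-regulated and that IGF2R, IARS, XPOT, GART and CAD were down-regulated; here the changes were -5.44, -1.11 and -1.02, and 2.04, 1.87, 1.93, 1.38 and 1.41. With the genes that Fig. 5A shows, 0 of 18 matched and 18 were opposite. PRDX5 stayed opposite at -0.44 without the length trend.

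From 24 to 120 h, 9 of the 10 directions stated in the text apart from qPCR matched, and 2 of these at 2-fold or more; with the genes of Fig. 5A it was 24 of 29, and 4 at 2-fold or more. Against the paper's direction went TUBB1 (1.33), PRKAR2A (-0.06), HUWE1 (-0.03), SNRNP200 (-0.48) and ALDH2 (0.11), of which only TUBB1 and SNRNP200 lay outside counting error. Between the libraries labelled 0 h and 120 h all 29 matched at 2-fold or more.

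The paper states that the PBMC transcriptome matches its qPCR. For ALDH3B1, higher at 24 h by qPCR, the change from 0 to 24 h was -1.0, and from 0 to 120 h, where qPCR found no difference, it was -1.80. For MAPK14, lower at 120 h by qPCR, the change from 0 to 120 h was 0.59, while its rise at 24 h was found (1.21). The MAPK14 reads were few and covered at most 31.7% of its length, so both values are weak evidence. For CST3, unchanged at 24 h by qPCR, the change from 0 to 24 h was -2.63, while its fall at 120 h was found (-2.13). The paper also describes an early large transcription of CST3 in PBMCs.

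For pathways, the paper describes a fall of the T cell receptor signaling pathway and a rise of cytokine-cytokine receptor interaction from 0 to 24 h. Here the medians were 0.38 and -0.17, or 0.12 and -0.53 after TMM rescaling. The chemokine signaling pathway was higher here too, at 0.38, or 0.12 after TMM rescaling. With another pathway membership its median over 112 genes was 0.26, no more than the shift of all genes. For GO processes from 0 to 24 h, the paper describes a rise of interleukin signaling, where 6 genes were higher and 11 lower here and the median stood at percentile 37.9 of random lists, and a fall of terms on cell adhesion and the cytoskeleton, where 27 and 22 were higher and 12 and 12 lower. The shift of all genes is part of these counts, and after TMM rescaling the medians were 0.09 for adhesion and 0.01 for the cytoskeleton. The paper describes leukocyte activation as rising from 0 to 24 h and falling later; here 26 genes were higher and 25 lower, then 29 higher and 21 lower. For the later interval the paper describes an increase in hydrolase activity and cytoskeletal protein binding, where 20 and 12 genes were higher and 23 and 13 lower.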

Other observations

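All tests in this part were chosen only after the results were seen, apart from the thinning of the libraries to 1 depth and the medians of the gene lists.

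The directions of the genes that the paper names for PBMCs differ from the libraries as labelled in a regular way. As labelled 0 of 8 directions that the text states apart from qPCR matched from 0 to 24 h, and after an exchange of 0 h and 24 h between the paper's comparison and the deposited labels 8 of 8 did. Under the same exchange the paper's later interval would compare the libraries labelled 0 h and 120 h, where 10 of the 10 genes named in the text changed at least 2-fold in the stated direction. Between the libraries labelled 24 h and 120 h 9 of the 10 matched in direction, but only 2 of the 10 at 2-fold or more. With the genes of Fig. 5A, all 29 changed at least 2-fold in the stated direction from 0 to 120 h. From 24 to 120 h 24 of the 29 matched in direction, but only 4 at 2-fold or more. TPR (0.02), HUWE1 (-0.03) and PRKAR2A (-0.06) lay within counting error of no change in that interval. For these genes this argues against a ratio of 0 to 24 h written upside down alone, although the paper's text names no threshold. An exchange is a candidate explanation for these genes, found and tested on the same data, and it does not account for every direction. Of the 4 changes that the paper states from qPCR, 2 matched as labelled and go against an exchange in the deposited labels, MAPK14 at 24 h (1.21, or -1.21 after the exchange) and CST3 at 120 h (-2.13, or 0.49). The other 2, ALDH3B1 at 24 h and MAPK14 at 120 h, matched only after it. Whether an exchange sits in the deposited labels or in the paper's comparison cannot be told apart by them. Of these 4 changes, 2 rest on MAPK14, whose reads covered at most 31.7% of its length. No library was relabelled for any value given.

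From 0 to 24 h the log2 change rose with gene length (rho 0.397). The rho stayed at 0.397 after all libraries were thinned to the depth of the shallowest. Random thinning leaves the expected RPKM ratios as they are, so it could hardly move the rho and does not decide on library depth. For a loss of long or intact RNA in the library labelled 0 h, coverage was compared. At 50 to 200 reads per kilobase, genes of 8000 bases or more were covered over 91.3% of their length at 0 h, against 97.5% at 24 h and 97.4% at 120 h. That is a gap of -6.19 percentage points to the lower of the others. The gap was -2.25 at 500 to 1500 bases, -1.58 at 1500 to 3000, -2.13 at 3000 to 5000 and -2.72 at 5000 to 8000, so it did not grow steadily with length as the log2 change did. The median depth of the long genes was 97.7 reads per kilobase at 0 h, 120 at 24 h and 119 at 120 h, so a part of the gap could come from depth, and such a loss and its absence cannot be told apart. The infection is fully confounded with the library, so a true change of long transcripts stays open, untested.

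RPL15 from 0 to 24 h and RPS3 from 24 to 120 h had the largest rises among genes with a symbol and at least 10 RPKM, and each has a copy annotated to the same protein. The depth-scaled summed reads of RPL15 and LOC100620439 changed by 0.21 from 0 to 24 h, against 6.27 for RPL15 alone. Those of RPS3 and LOC100627821 changed by 0.11 from 24 to 120 h, against 4.79 for RPS3 alone. Reads shared between the copies may explain the change of RPL15; for RPS3 the sum decides nothing, since its reads are few beside those of its copy. A change in use of the copies was not tested.

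CST3 was lower in the library labelled 24 h, as were the monocyte genes. Without the length trend its change was -1.85 from 0 to 24 h and -1.93 from 0 to 120 h, which argues against gene length as its whole cause. A smaller share of monocyte RNA and its absence cannot be told apart: CST3 was still at -2.13 from 0 to 120 h while the monocyte list was at 0.52, but CD14, a monocyte gene, stayed low at 120 h as well. The infection and a difference between the pools stay open, untested.

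The other lists had these median log2 changes from 0 to 24 h and from 24 to 120 h, in that order. B cell genes changed by 0.28 and 0.69, NK cell genes by 0.16 and 0.12, and T cell genes by 0.35 in the earlier interval. Neutrophil genes changed by -0.71 and 0.32, erythroid genes by -0.09 and 0.78, plasma cell genes by -0.12 and -0.24, and platelet genes by 1.33 in the later interval. Proliferation genes changed by 0.68 and -0.64, and interferon-induced genes by 0.31 and -0.03. Among pathways it was 0.12 and 0.10 for NF-kappa B signaling, 0.14 and 0.13 for TNF signaling, 0.22 and -0.31 for the citrate cycle, -0.22 and 0.27 for complement and coagulation, and -0.60 and 0.32 for the ribosome. At 5 RPKM or more, complement and coagulation moved to -0.85 over 29 genes and 0.73 over 30 genes. Relative to all genes the earlier values are 0.26 lower.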
